# Impaired hematopoiesis and embryonic lethality at midgestation of mice lacking both lipid transfer proteins VPS13A and VPS13C

**DOI:** 10.1371/journal.pbio.3003393

**Published:** 2025-09-16

**Authors:** Peng Xu, Rubia Isler Mancuso, Marianna Leonzino, Caroline J. Zeiss, Diane S. Krause, Pietro De Camilli

## Abstract

VPS13 is the founding member of a family of proteins that mediate lipid transfer at intracellular membrane contact sites by a bridge-like mechanism. Mammalian genomes comprise 4 *VPS13* genes encoding proteins with distinct localizations and function. The gene duplication resulting in *VPS13A* and *VPS13C* is the most recent in evolution and, accordingly, these two proteins are the most similar to each other. However, they have distinct subcellular localizations and their loss of function mutations in humans are compatible with life but result in two different age-dependent neurodegenerative diseases, chorea-acanthocytosis and Parkinson’s disease, respectively. Thus, it remains unclear whether these two proteins have overlapping functions. Here, we show that while *Vps13a* KO and *Vps13c* KO mice are viable, embryonic development of *Vps13a/Vps13c* double knockout (DKO) mice is arrested at midgestation. Prior to death, DKO embryos were smaller than controls, were anemic and had a smaller liver, most likely reflecting defective embryonic erythropoiesis which at this developmental stage occurs primarily in this organ. Further analyses of erythroid precursor cells showed that their differentiation was impaired and that this defect was accompanied by activation of innate immunity as revealed by upregulation of interferon stimulated genes (ISGs). Additionally, the RIG-I and MDA5 components of dsRNA triggered innate immunity were found upregulated in the DKO fetal liver. Activation of innate immunity may result from loss of integrity of the membranes of intracellular organelles, such as mitochondria and autophagic lysosomes, or to impaired autophagy, due to the absence of these lipid transport proteins. The surprising and striking synthetic effect resulting for the combined loss of VPS13A and VPS13C suggests that despite of the different localization of these two proteins, the lipid fluxes that they mediate are partially redundant.

## Abstract 2

VPS13A and VPS13C are bridge-like lipid transport proteins with distinct subcellular localization and function, and their absence is linked with chorea-acanthocytosis and Parkinson's disease, respectively. This study shows that although mice lacking either protein are viable, the absence of both results in defective embryonic hematopoiesis and lethality, suggesting partially overlapping functions.

## Introduction

A defining characteristic of eukaryotic cells is the presence of lipid-based intracellular membranes that delimit functionally distinct compartments. Growth of these membranes, as well maintenance of their distinct lipid composition and their property to undergo modifications in response to functional states require transport of lipids between them. This is achieved either via vesicular traffic or via protein-mediated transport [1]. A recently discovered mechanism of protein-mediated lipid transport involves rod-like proteins localized at sites of close appositions between intracellular membranes which allow bulk unidirectional transfer between them by a bridge like mechanism. These proteins, collectively called bridge-like lipid transfer proteins (BLTPs), include VPS13, the founding member of the family [2–6].

VPS13 family proteins are encoded by a single gene in yeast and by four genes in mammals which derived from successive gene duplications: *VPS13A, VPS13B, VPS13C,* and *VPS13D* [7,8]. These duplications have correlated with specialization of the four VPS13 proteins for distinct physiological roles, as demonstrated by their different localizations [9–20] and the different phenotypes resulting from their mutations [21–26]. The gene duplication that gave rise to *VPS13A* and *VPS13C* is the most recent in evolution as these two *VPS13* family members are the most similar to each other [7]. Their appearance correlated with the emergence of vertebrates as *Drosophila* and *C. elegans* only have a single gene closely related to both *VP13A* and *VPS13C [*7*]*. Mutations of such gene, called *Vps13* in flies and *vps-13A* in worms, lead to defective clearance of subsets of cell corpses in both worms (https://wormbase.org/species/c_elegans/gene/WBGene00011629#0-9fc-10) and flies [27] and also to neurodegeneration in flies [28]. In spite of their close similarity, mammalian VPS13A and VPS13C have different intracellular localizations. Based on current information, VPS13A is localized primarily at contacts between the endoplasmic reticulum (ER) and either mitochondria or plasma membrane (PM), but with differences depending on cell type and differentiation/functional state [10,12,17], while VPS13C is primarily localized at contacts between the ER and late endosomes/lysosomes [10,13,14], although other localizations have also been reported [16,24,29]. In humans, loss-of-function mutations of the two proteins are compatible with early normal life, but eventually are responsible for age-dependent neurodegenerative diseases. *VPS13A* mutations cause chorea-acanthocytosis (VPS13A disease), a Huntington’s like condition due to degeneration of the caudate nucleus of the brain and abnormal red blood morphology [21,22,30]. In contrast, *VPS13C* mutations cause early onset Parkinson’s disease, featuring rapid disease progression with atrophy in multiple brain regions, including midbrain [24]. In mice, some defects are observed in either *Vps13a* KO [31–33] (https://www.mousephenotype.org/data/genes/MGI:2444304) or *Vps13c* KO animals (https://www.mousephenotype.org/data/genes/MGI:2444207), but no major neurodegenerative changes as in humans have been reported [31–34]. Given the neurodegeneration observed in flies that lack *Vps13*, i.e., the common ancestor of *VPS13A* and *VPS13C* [28], we considered that VPS13A and VPS13C may have partially redundant function, in spite of their predominantly different localizations. To explore such a possibility, we interbred *Vps13a* and *Vps13c* KO mice to generate double KO (DKO) mice.

Surprisingly, this intercrossing led to embryonic lethality with arrest of development at midgestation. A major defect was an impairment of hematopoiesis. Analysis of DKO erythroid precursor cells isolated from E12.5 embryonic liver revealed downregulation of hematopoietic genes and upregulation of interferon stimulated genes (ISGs). Further analysis of both fetal liver tissue of DKO embryos and of partially differentiated DKO human erythroblast-like cells demonstrated activation of the dsRNA sensing innate immunity RIG-I pathway. We speculate that activation of innate immunity may result from loss of the integrity of the membranes of intracellular organelles or to impaired autophagy, and that erythroid precursor cells are especially sensitive to loss of VPS13A and VPS13C.

## Results

### Embryonic lethality of *Vps13a*/*Vps13c* double knockout mice

To generate a *Vps13a* and *Vps13c* double KO (DKO) mice line, we first established in the lab *Vps13a* KO mice starting from cryopreserved sperm of *Vps13a*^tm1a^ obtained from the European Mutant Mouse Archive (S1A Fig; see “Materials and methods”). *Vps13a* KO mice were born with mendelian distribution and did not exhibit any obvious phenotypic defects except male infertility [31] and immunoblot analysis of cortical brain tissue from these mice confirmed the absence of VPS13A, as previously reported for the same mouse line [32] (S1B Fig).

We next interbred these mice with previously described *Vps13c* KO mice also generated with sperms obtained from the European Mutant Mouse Archive [34]. Surprisingly, these crossings did not result in any DKO offsprings, indicating embryonic lethality of this genotype (S1C Fig). Subsequent analysis of timed pregnancies of *Vps13a*^+/−^/*Vps13c*^−/−^ mice intercrossing revealed mendelian distribution of all three expected genotypes at embryonic day 12.5 (E12.5), but not at E15, when DKO embryos were not found. Moreover, DKO embryos at E12.5 were smaller and paler than mice of the other two genotypes (*Vps13a*^+/+^/*Vps13c*^−/−^ and *Vps13a*^+/−^/*Vps13c*^−/−^). Mice with these two genotypes were similar to WT embryos at the same developmental stage and did not exhibit obvious differences from each other (S1C Fig, Fig 1A and 1B). We conclude that most likely DKO fetuses get reabsorbed after E12.5 and that VPS13A and VPS13C have a redundant function in some essential process(es) during embryonic development.

**Fig 1:**
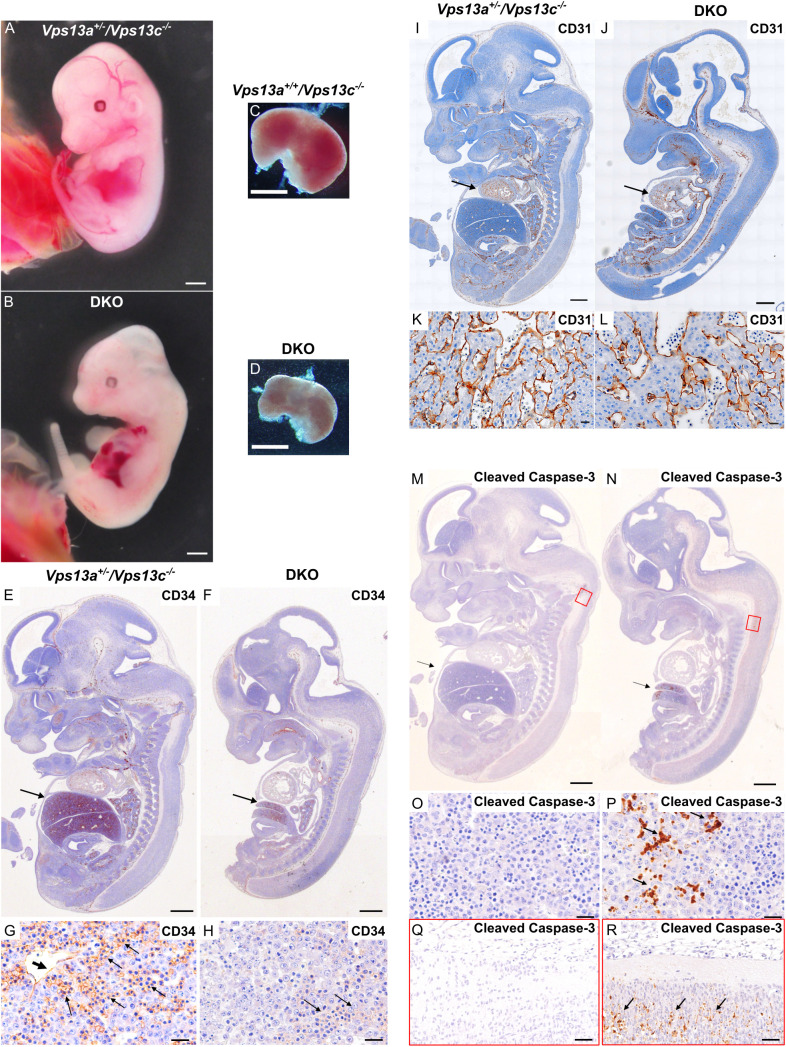
Gross fetal pathology and histology of E12.5 DKO embryos and controls. All controls (see genotypes on the figure) are KO for *Vps13c* and WT or heterozygous for *Vps13*a KO. **(A, B)** Comparison of a DKO embryo to a *Vps13a*^*+/−*^*/Vps13c*^*−/−*^ embryo. The DKO embryo is smaller and paler, with delayed development of ears and digits, poorly visible vasculature and a smaller, paler liver. **(C, D)** Livers dissected from DKO and *Vps13a*^*+/+*^*/Vps13c*^*−/−*^ embryos. **(E-H)** H&E stained longitudinal section of DKO and control fetuses processed for anti-CD34 immunohistochemistry. The DKO liver is much smaller [arrows in **(E)** and **(F)**] with reduced CD34 immunoreactivity **(G, H)** where the CD34 immunoreactivity on vascular endothelia (thick arrow, **G**) and hematopoietic precursors (thin arrows, **G and H**) is shown in brown. **(I–L)** H&E stained longitudinal section of DKO and control fetuses processed for anti-CD31 immunohistochemistry showing no difference in CD31 immunoreactivity in cardiac tissue **(**arrows, **I,** **J)**. Sections of the heart are shown at higher magnification in panels **K and** **L**. **(M–R)** H&E stained longitudinal sections of DKO and control fetuses processed for anti-cleaved caspase-3 immunohistochemistry revealing presence of apoptotic cells, primarily in liver (arrow) and in the lower portion of the brain stem (areas surrounded by red rectangles) in panels **(M)** and **(N)**. These regions are shown at higher magnification in panels **O and P** and in panels **Q and R**, respectively. Cleaved caspase-3 immunoreactivity is only present in DKO tissues. Scale bar: 1 mm **(A, B, C, and** **D)**; 500 µm **(E, F, I, J, M, and** **N)**; 20 µm **(G, H, K, L, O, P, Q, and** **R)**. Raw images of this figure can be found at https://doi.org/10.5281/zenodo.15375803.

### Hematopoiesis defects in DKO mouse embryos

Compared to control animals, DKO fetuses were smaller and paler, with delayed development of ears and digits, poorly defined vasculature and a smaller, paler liver (Fig 1A–D). These findings suggested a defect of either hematopoiesis or of vasculature development or of both. Hematopoiesis is the process in which stem cells proliferate and differentiate to produce mature red blood cells. Hematopoietic progenitors arise developmentally from vascular endothelium, initially expressing the endothelial cell marker cluster of differentiation 31 (CD31) [35]. Thereafter, multilineage hematopoiesis occurs in sequential locations during development, with fetal liver becoming the key hematopoietic site at E11–12 in mice [36]. Moreover, immunostaining of sections of E12.5 DKO and littermate embryos for CD34, a marker for both hematopoietic progenitor cells and vascular endothelial progenitor cells [37], revealed little CD34 immunoreactivity in the DKO liver (Fig 1E–1H). In contrast, immunostaining for the vascular endothelial cell marker CD31 [38] did not reveal obvious differences between DKO and littermate embryos, suggesting that hematopoiesis was the primary defect in DKO embryos (Fig 1I–1L). We also performed immunostaining for cleaved caspase-3 [39] to assess the presence of apoptotic cell death at E12.5, either due to cell autonomous effects of VPS13A and VPS13C deficiency or to ischemia resulting from defects in erythropoiesis. We found that such immunoreactivity was nearly absent in control (*Vps13a*^+/−^/*Vps13c*^−/−^) embryos, but clearly detectable in DKO embryos (Fig 1M and 1N), especially in fetal liver and the lower portion of the brain stem (Fig 1O–1R) consistent with the subsequent arrest of embryonic development.

### Defect in erythrocyte differentiation and activation of innate immunity in DKO erythroid progenitor cells

To gain further insight into the hematopoietic defect, we profiled erythroid progenitors by fluorescence-activated cell sorting (FACS) in E12.5 livers of WT and mutant embryos derived from interbreeding of *Vps13a*^+/-^/*Vps13c*^−/−^ mice. Fetal livers were harvested, and dissociated cells were stained for FACS analysis (Fig 2A). A lower percentage of live cells was obtained from DKO livers than from livers of *Vps13a*^+/+^/*Vps13c*^−/−^ and *Vps13a*^+/−^/*Vps13c*^−/−^ littermates, which in turn was similar to the percentage of live cells obtained from the livers of WT embryo at the same developmental stage (Figs 2B and S2A). DAPI negative live cells were then assessed with a cocktail of lineage-specific markers labeling non-erythroid cells to negatively select such cells and focus on distinct stages (S0 to S5) of erythroid maturation based on differential expression of CD71 (transferrin receptor, high in erythroid precursors) and Ter119 (a surface protein high in mature erythrocytes) [40,41] (Fig 2C). Cells harvested from WT fetal liver comprised erythroid precursors and immature erythroblasts (S0 to S4) with S3 cells being the most abundant, as expected [40] (Fig 2C top panel and 2D). Similar results were obtained using livers from *Vps13a*^+/+^/*Vps13c*^−/−^ and *Vps13a*^+/−^/*Vps13c*^−/−^ littermates of DKO embryos (S2B Fig). However, most the DKO cells were at the S0 stage (i.e., CD71 and Ter119 negative) indicating impaired erythroid development and maturation (Fig 2C bottom panel, and 2D). We conclude that precursors of erythroid cells are especially sensitive to the combined absence VPS13A and VPS13C.

**Fig 2:**
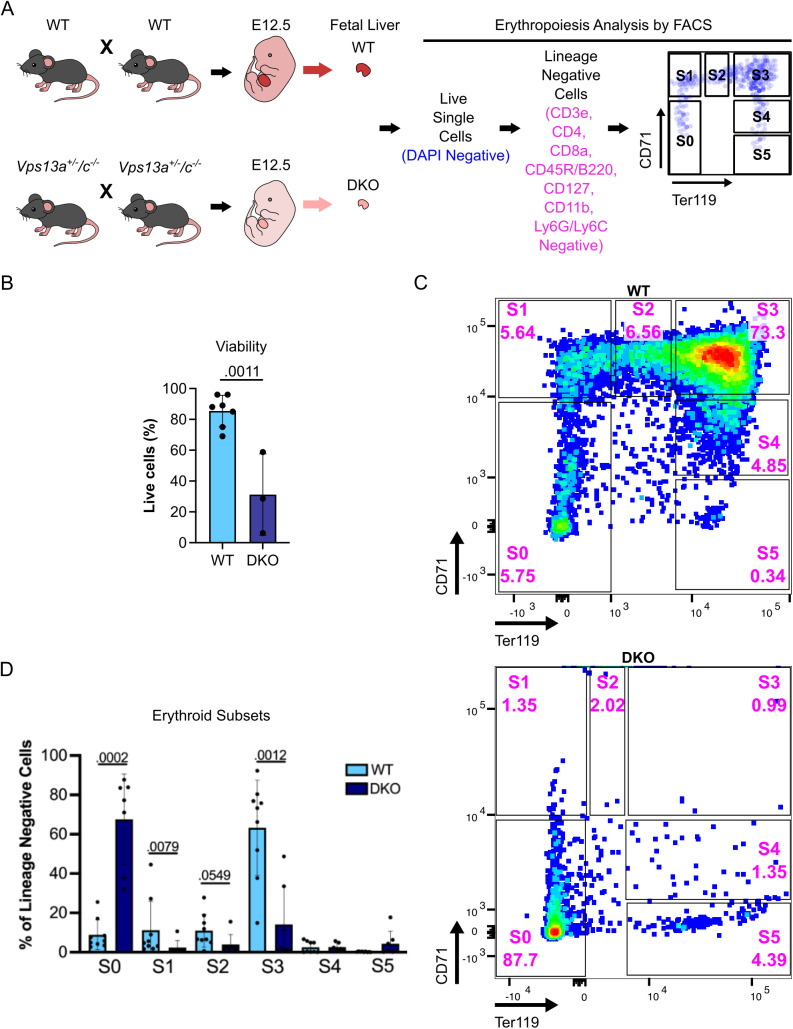
The DKO of *Vps13a and Vps13c* abrogates embryonic erythroid maturation. **(A)** Experimental design for the analysis of erythropoiesis via FACS. **(B)** Viability of cells derived from WT and DKO fetal livers assessed by trypan blue staining. Each dot represents one fetal liver with the specific genotype. **(C)** Representative FACS plots of WT (top panel) and DKO (bottom panel) E12.5 fetal livers, respectively, showing subsets of erythroid cells with S0 through S5 representing progressive erythroid maturation stages. **(D)** Percentage of each erythroid subset within the lineage negative gate. Each dot represents one fetal liver (*n* = 9 for WT and *n* = 7 for DKO). Results are presented as average ± standard deviation (SD) of each subtype of erythroid cells with *p* values indicated for statistically significant differences between WT and DKO embryos. Raw data of this figure can be found at https://doi.org/10.5281/zenodo.15375803.

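S0 cells, the least mature subset that FACS separates from the fetal liver, were collected from WT and DKO embryos at E12.5. RNAseq libraries, 4 WT and 4 DKO, were made by template switching from low RNA input. Each library is treated here as 1 embryo, which the paper's text does not state. The authors trimmed the reads, mapped them to the mouse genome (mm10, the same build as GRCm38), removed alignments of low mapping quality and counted reads per gene with StringTie and its prepDE script. The deposited values are these counts, whole numbers that had not been normalized. They summed to between 42114489 and 50886469 per WT library (median 50361809) and between 36981439 and 42587815 per DKO library (median 39075704.5). The values reported here rest on these counts. The prepDE script works back from coverage with a read length set by the user, so that the totals can differ from the number of reads. From the counts, genes with too few counts were removed with edgeR's filterByExpr, which left 17378 of 52636 genes, libraries were scaled by the TMM method, and WT and DKO were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Means are given in normalized counts, which are counts divided by the effective library size and multiplied by the mean effective library size.

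The targeted genes were examined first. Vps13a (ENSMUSG00000046230.10, minus strand of chromosome 19 from 16615366 to 16780933 of GRCm38) had 1943 ± 130 normalized counts in WT and 794 ± 194 in DKO (SD, n = 4 each), a log2 fold change of -1.29 (standard error 0.17, edgeR adjusted p = 0.00247), and every DKO library was below every WT library (exact permutation test, two-sided, p = 0.0286, the smallest that 4 against 4 allow). Vps13c (ENSMUSG00000035284.10, plus strand of chromosome 9 from 67840396 to 67995638) had 583 ± 74.9 normalized counts in WT and 816 ± 279 in DKO (SD, n = 4 each), a log2 fold change of 0.49 (standard error 0.24, edgeR adjusted p = 0.182). The count of Vps13c over the whole gene therefore does not check the labels, and DKO is used here for the libraries labelled as such (exact permutation test of Vps13c, p = 0.257).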

To further elucidate molecular mechanisms underlying impaired erythroid maturation in DKO embryos, we isolated S0 cells from E12.5 WT and DKO fetal livers following an established protocol [40,42] and compared their transcriptomic profiles by RNA sequencing (RNAseq) (Fig 3A). Consistent with this previous study [42] showing that the majority of S0 cells are erythroid precursors, we found that the transcriptomic profiles of our WT and DKO S0 cells are most similar to the transcriptomic profile of erythroblasts (S2C Fig). Specifically, in both WT and DKO S0 cells, we observed high expression level of *Klf1*, *Gata1*, *Gata2*, *Ldb1*, and *Lmo2*, key transcriptional regulators driving erythroid fate commitment and erythroid maturation (S2D Fig) [43–51]. 

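The criterion of S2C Fig, an adjusted p above 0.05 and a fold change below 1.2 in either direction, was applied to the edgeR results and kept 6457 of the 17378 genes tested, or 37.2%. The cell type database used in the paper was not used here, and 12 lists of cell type markers written before the data were examined took its place. Of the 45 erythroid genes tested, 20 met the criterion, or 44.4%, which was not more than among the other genes (one-sided Fisher's exact test, p = 0.194, adjusted p = 1 over 12 lists). The share was 35.0% for the megakaryocyte list, 25.0% for the hepatoblast and endothelial lists, 24.0% for the progenitor list and lower for the other lists, down to 0 of 15 genes in the neural list. These shares compare each list with other genes detected in the same cells. They tell how often its genes stayed unchanged and cannot decide which cell type the S0 cells resemble. The median erythroid gene had 1678 normalized counts in WT and 2552 in DKO, and the median hepatoblast gene had 6461 in WT and 4108 in DKO. These levels depend on which genes a list holds and do not measure the share of a cell type.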

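All 5 transcription factors lay in the upper part of the 17378 genes tested in both genotypes. Klf1 (chromosome 8 from 84901928 to 84905291 of GRCm38) had 12312 ± 1724 normalized counts in WT and 12795 ± 3376 in DKO (SD, n = 4 each), and 96.4% of genes in WT and 96.7% in DKO had a lower mean. Gata1 (chromosome X from 7959260 to 7978071) had 8818 ± 1020 in WT and 8235 ± 1820 in DKO, above 94.2% and 94.0% of genes, and Gata2 (chromosome 6 from 88193891 to 88207032) had 3430 ± 359 and 2952 ± 481, above 82.3% and 81.2%. None of the 3 differed between the genotypes (edgeR adjusted p = 0.857, 0.687 and 0.264). The other two regulators were higher in DKO, by less than the threshold of Fig 3B on the log2 scale. Ldb1 (chromosome 19 from 46031570 to 46045214) rose from 3638 ± 479 to 6106 ± 457 normalized counts, a log2 fold change of 0.75 (standard error 0.11, edgeR adjusted p = 0.00311). Lmo2 (chromosome 2 from 103957986 to 103981878) rose from 6484 ± 408 to 9702 ± 1623, a log2 fold change of 0.58 (standard error 0.12, edgeR adjusted p = 0.00963).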

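The embryonic globins differed in how clearly they separated the genotypes. Hbb-bh1 (chromosome 7 from 103841637 to 103843164 of GRCm38) had 1069 ± 558 normalized counts in WT and 6368 ± 4235 in DKO (SD, n = 4 each), a log2 fold change of 2.57 (standard error 0.53, edgeR adjusted p = 0.0106), and the libraries of the 2 genotypes did not overlap (exact permutation test, two-sided, p = 0.0286). Under the fit with replicate number as a block, its adjusted p was 0.0529. Hba-x (chromosome 11 from 32276400 to 32278116) had 1689 ± 953 in WT and 10751 ± 8731 in DKO, a log2 fold change of 2.67 (standard error 0.73, edgeR adjusted p = 0.0293), but the libraries overlapped (exact permutation p = 0.0857), and the adjusted p rose above 0.05 in 5 of the 8 fits that each left out 1 library (without WT replicate 1, 3 or 4 or DKO replicate 1 or 3), up to 0.111, to 0.0918 without the low-count filter and to 0.153 with the block. Hbb-y (chromosome 7 from 103851749 to 103853216) had 5762 ± 3265 in WT and 20348 ± 21331 in DKO, a log2 fold change of 1.82 (standard error 0.90, edgeR adjusted p = 0.181, exact permutation p = 0.486), which was not larger than the spread between embryos. In DKO replicate 2, Hbb-y had 1174 normalized counts, below every WT library, while the other DKO libraries had 7257 to 48838.5. Without that library, the log2 fold change of Hbb-y was 2.21 (edgeR adjusted p = 0.0396). In the other 7 of the 8 fits that each left out 1 library, the adjusted p stayed above 0.05, up to 0.547. The log2 fold change fell as low as 0.91.

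The adult globins Hba-a1, Hba-a2, Hbb-bs and Hbb-bt did not differ between the genotypes, with log2 fold changes of 0.37, 0.05, -0.32 and 0.05 and edgeR adjusted p-values of 0.694, 0.970, 0.793 and 0.959. Hba-a1 had 13834 ± 7555 normalized counts in WT and Hbb-bs 16367 ± 10200 (SD, n = 4 each). Reads of Hba-a1 and Hba-a2, and of Hbb-bs and Hbb-bt, can match both copies because these are nearly identical. The authors removed alignments of low mapping quality, so that such reads may be missing from the counts. The counts of these genes, separate or summed, are therefore uncertain.

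**Figure D1:**
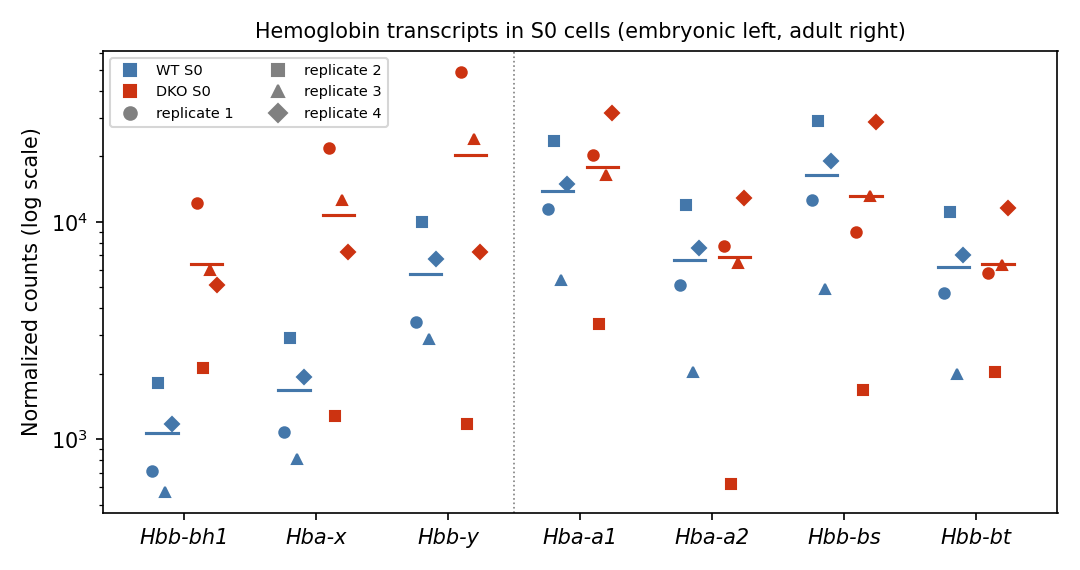
Normalized counts, on a log axis, of 3 embryonic globin genes (left of the dotted line) and 4 adult globin genes in each WT and DKO S0 library. Each symbol is 1 replicate and each bar is the mean of 4; DKO replicate 2 lies below the other DKO libraries for the embryonic globins and reaches 1174 for Hbb-y.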

Hemoglobin genes were also highly expressed (S2D Fig) with higher expression of embryonic β-globins in DKO (i.e., *Hbb-bh1*, *Hba-x*, *Hbb-y*), further implying that loss of VPS13A and VPS13C affects definitive erythropoiesis.

**Fig 3:**
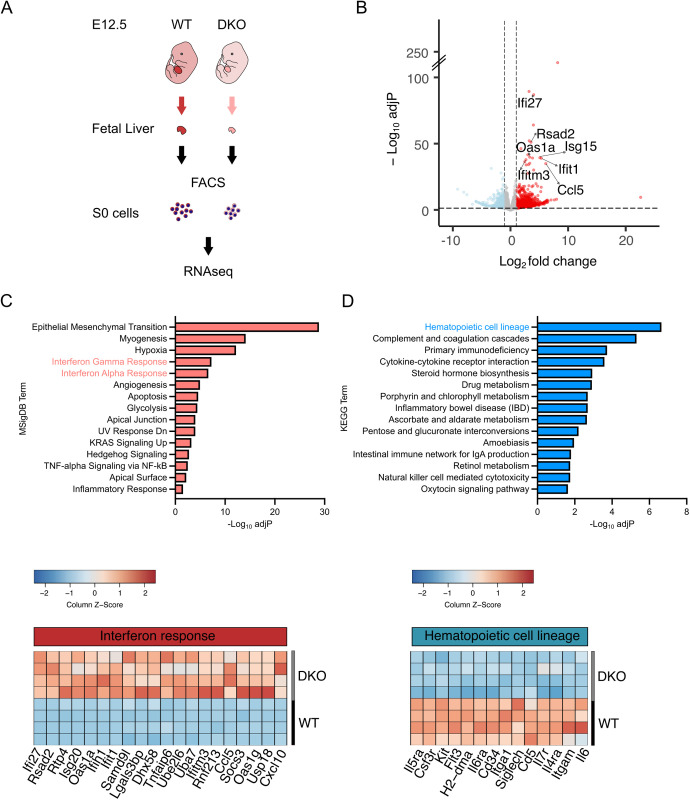
Transcriptomic profile of DKO erythroid precursor S0 cells from E12.5 fetal liver compared to WT. **(A)** Experimental design. **(B)** Volcano plot comparing Differentially Expressed Genes (DEGs) in DKO S0 cells relative to WT. Blue and red dots represent significantly downregulated or upregulated genes, respectively, in DKO [log_2_fold change < −1 or > 1 and adjusted *p*-values (adj *P*) < 0.05]. ISGs in the top significantly 20 upregulated genes are indicated. **(C)** Bar plot showing the top 15 significantly upregulated pathways (according to adjusted *p*-values) in S0 cells according to the MSigDB database (top) and heatmap showing the top 20 significantly upregulated genes in the “interferon (gamma/alpha) response” pathways (bottom). **(D)** Bar plot showing the top 15 significantly downregulated pathways in S0 cells according to the KEGG database (top) and heatmap showing the genes of the “hematopoietic cell lineage” pathway (bottom). Raw data of this figure can be found at https://doi.org/10.5281/zenodo.15375803.

Among the top 20 significantly differentially expressed genes (DEGs) between WT and DKO S0 cells were 7 members of the interferon stimulated gene (ISG) family [52], implying activation of innate immunity in DKO S0 cells (Fig 3B). Accordingly, pathway analysis of these genes showed that upregulated genes were enriched in “interferon gamma” and “interferon alpha” responses [MSigDB database [53]], while downregulated genes were enriched in “hematopoietic cell lineage” pathways [KEGG database [54]], in agreement with the defective hematopoiesis phenotype of DKO embryos (Figs 3C, 3D, and S2E). 

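With the thresholds of Fig 3B, an adjusted p under 0.05 and a log2 fold change beyond 1, edgeR's quasi-likelihood test called 1076 genes higher and 423 genes lower in DKO. DESeq2, the tool used in the paper, called 1665 higher and 619 lower. All 7 ISGs marked in Fig 3B were among the genes called higher, with no overlap between WT and DKO libraries. Ranked by p among the genes higher in DKO, Ifi27 was at 3, Rsad2 at 12, Ifitm3 at 14, Oas1a at 15, Ifit1 at 26, Isg15 at 27 and Ccl5 at 32, so that 4 of the 7 were in the top 20. With DESeq2, 5 of them were.

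Ifi27 (ENSMUSG00000064215.13, chromosome 12 from 103434211 to 103440239 of GRCm38) rose from 348 ± 95.4 normalized counts in WT to 5857 ± 930 in DKO (SD, n = 4 each), a log2 fold change of 4.07 (standard error 0.21, edgeR adjusted p = 2.8e-05). Ifitm3 (ENSMUSG00000025492.6, chromosome 7 from 141009586 to 141010770) was the most abundant of the 7 and rose from 2063 ± 136 to 13734 ± 4463, a log2 fold change of 2.74 (standard error 0.20, edgeR adjusted p = 0.000159). Leaving out each library in turn kept the log2 fold change of Ifitm3 between 2.49 and 2.84. The log2 fold changes of Rsad2, Oas1a, Isg15, Ifit1 and Ccl5 were 3.61, 3.40, 5.24, 5.50 and 6.33. Ccl5 rose from 12.3 ± 9.18 normalized counts, so its fold change rests on few counts in WT. The other genes in the top 20 included 5 histone genes, and 11 of the 20 genes are annotated as protein-coding. From the ISGs among the top genes, the paper infers an activation of innate immunity in DKO S0 cells.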

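The pathway collections used in the paper were not used here. Lists of genes written before the data were examined were tested in their place with limma's camera at a preset correlation of 0.01. Of 95 ISGs listed, 86 were tested, 75 were higher in DKO and 41 passed the thresholds of Fig 3B as higher. At an adjusted p under 0.05, 54 ISGs were higher over all genes tested, and 67 adjusted over the list alone. The median log2 fold change of the list was 1.44 (limma's camera, adjusted p = 1.43e-34 over 26 lists). This call held with fry (adjusted p = 0.00126) but not when camera estimated the correlation between the genes, which was 0.202 (limma's camera, adjusted p = 0.159). The median moved most with a filter of at least 10 counts in every library, to 0.99. All 20 genes of the heatmap in Fig 3C were called higher, with a median log2 fold change of 2.63, although the adjusted p of Tnfaip6 exceeded 0.05 in 7 of the 8 fits that each left out 1 library, up to 0.108. Of the ISGs tested, 19 are shown in Fig 3B or Fig 3C, and the other 67 had a median log2 fold change of 0.95, with 56 higher and 22 past the thresholds.

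The hematopoietic lineage list had 84 genes, of which 67 were tested. Of these, 44 were lower in DKO and 13 passed the thresholds as lower. At an adjusted p under 0.05, 16 were lower over all genes tested, and 18 adjusted over the list alone. The median log2 fold change was -0.38 (camera adjusted p = 0.000207). The call held with fry (adjusted p = 0.00784) and not with the estimated correlation (adjusted p = 0.246). Of the genes in the heatmap of Fig 3D, 13 were tested, all 13 were lower and 12 passed the thresholds. With 1 library left out, the adjusted p exceeded 0.05 in 7 of 8 fits for Cd5, up to 0.110, and in 3 each for Csf3r, H2-DMa, Il4ra and Cd34. Under the fit with replicate number as a block, the adjusted p was 0.0713 for Cd5 and 0.0553 for Siglech. Itgam fell from 547 ± 191 to 77.4 ± 67.6 normalized counts (SD, n = 4 each), a log2 fold change of -2.82 (standard error 0.59, edgeR adjusted p = 0.0116). Il7r did not pass, with 231 ± 17.8 normalized counts in WT and 57.8 ± 57.7 in DKO (edgeR adjusted p = 0.0601). The lineage antibodies used in the paper to exclude cells from the sort include those against the products of Itgam and Il7r. The counts of both genes may therefore also depend on the purity of the sort, which was not tested. Il6 was removed by the low-count filter, with at most 40 counts in a library. The lineage list holds these 13 genes, and the other 54 genes had a median log2 fold change of -0.22, with 31 lower and 1 past the thresholds as lower. The study chose the genes of both heatmaps on these samples, so they are not independent evidence. From the enrichment of lineage genes among the lower ones, the paper draws a link to the impaired hematopoiesis of DKO embryos.

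**Figure D2:**
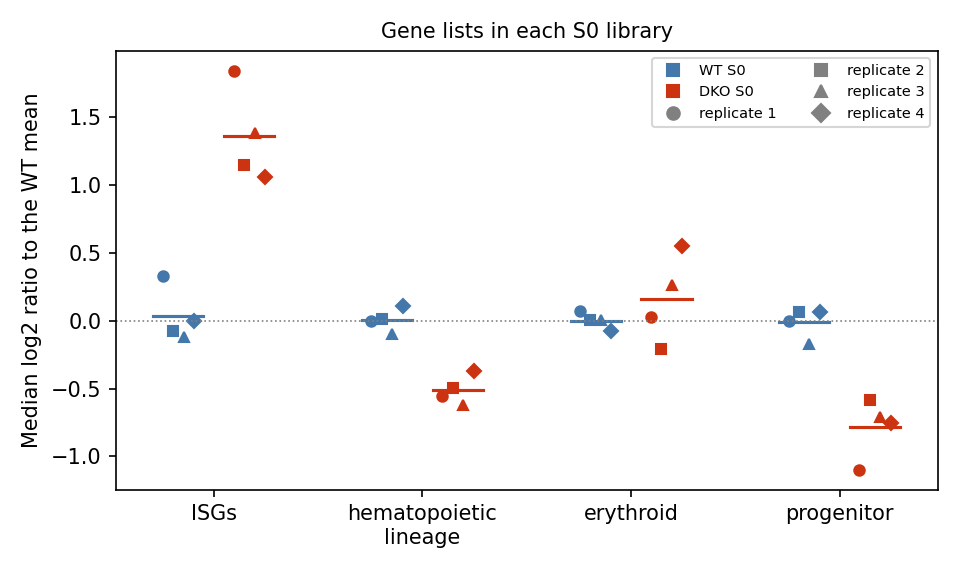
Median log2 ratio of each gene list to its WT mean in each S0 library, from normalized counts plus 1. Symbols are single libraries and bars are means of 4; the ISG list lies between 1.06 and 1.84 in DKO and between -0.12 and 0.33 in WT, and the erythroid list overlaps between the genotypes.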

Significantly downregulated genes in DKO cells included *Kit*, an essential gene for erythropoiesis [55] and *Cd34*, which is consistent with the reduced levels of CD34 immunoreactivity in the fetal liver of DKO reported above.

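Kit (ENSMUSG00000005672.12, plus strand of chromosome 5 from 75574916 to 75656722 of GRCm38) fell from 8763 ± 1019 normalized counts in WT to 4066 ± 747 in DKO (SD, n = 4 each). Its log2 fold change was -1.11 (standard error 0.14, edgeR adjusted p = 0.00239) and stayed between -1.20 and -1.00 when each library was left out in turn. With upper-quartile scaling it was -0.999, just short of the threshold of Fig 3B. Cd34 (ENSMUSG00000016494.9, plus strand of chromosome 1 from 194938819 to 194961279) fell from 14318 ± 2129 to 3744 ± 2281 normalized counts, a log2 fold change of -1.94 (standard error 0.49, edgeR adjusted p = 0.0229). DKO replicate 1 had the lowest Cd34 count, 721.8, and the other DKO libraries had 3589 to 6171. Without that library, the log2 fold change was -1.59. For both genes every DKO library was below every WT library (exact permutation test, two-sided, p = 0.0286). The adjusted p of Cd34 rose above 0.05 in 3 of the 8 fits that each left out 1 library (without WT replicate 1, 2 or 4), up to 0.0643, and to 0.0522 without the low-count filter.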

### Upregulation of the RIG-I and MDA5 dependent RNA sensing pathway in DKO cells

Enhanced transcription of ISGs suggests activation of cytosolic nucleic acid sensors [52,56]. Further inspection of the list of upregulated transcripts in DKO S0 cells revealed approximately 3-fold upregulation of the cytosolic double stranded RNA (dsRNA) sensors MDA5 and RIG-I (encoded by the *Ifih1* and *Ddx58* genes, respectively) suggesting cytosolic leakage of mitochondrial dsRNA [57–61] (Fig 4A). 

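Ifih1, which encodes MDA5 (ENSMUSG00000026896.14, minus strand of chromosome 2 from 62595798 to 62646255 of GRCm38), had 519 ± 88.5 normalized counts in WT and 1663 ± 394 in DKO (SD, n = 4 each). This was a 3.21-fold difference, with a log2 fold change of 1.68 (standard error 0.19, edgeR adjusted p = 0.00143). It stayed between 1.54 and 1.81 on the log2 scale with each library left out. Ddx58, which encodes RIG-I (ENSMUSG00000040296.15, minus strand of chromosome 4 from 40203773 to 40239828), had 264 ± 107 normalized counts in WT and 738 ± 351 in DKO, a 2.79-fold difference with a log2 fold change of 1.48 (standard error 0.37, edgeR adjusted p = 0.0213). Without DKO replicate 1, the log2 fold change of Ddx58 was 1.10, and its adjusted p exceeded 0.05 without WT replicate 2, 3 or 4, up to 0.0707. Every DKO library was above every WT library for both genes (exact permutation test, two-sided, p = 0.0286). Dhx58, another member of this helicase family, had a 3.49-fold difference (log2 fold change 1.80, standard error 0.32, edgeR adjusted p = 0.0065). From the rise of Ifih1 and Ddx58 the paper proposes that mitochondrial dsRNA leaks into the cytosol.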

In agreement with RNAseq data, immunoblot analysis of control and DKO E12.5 fetal livers revealed increased levels of MDA5 and RIG-I relative to WT. Moreover, we examined protein levels of the well-established ISG, *Ifitm3* [62], which is the product of one of the top upregulated transcripts in DKO S0 cells, and we observed its upregulation in DKO liver (Fig 4B).

**Fig 4:**
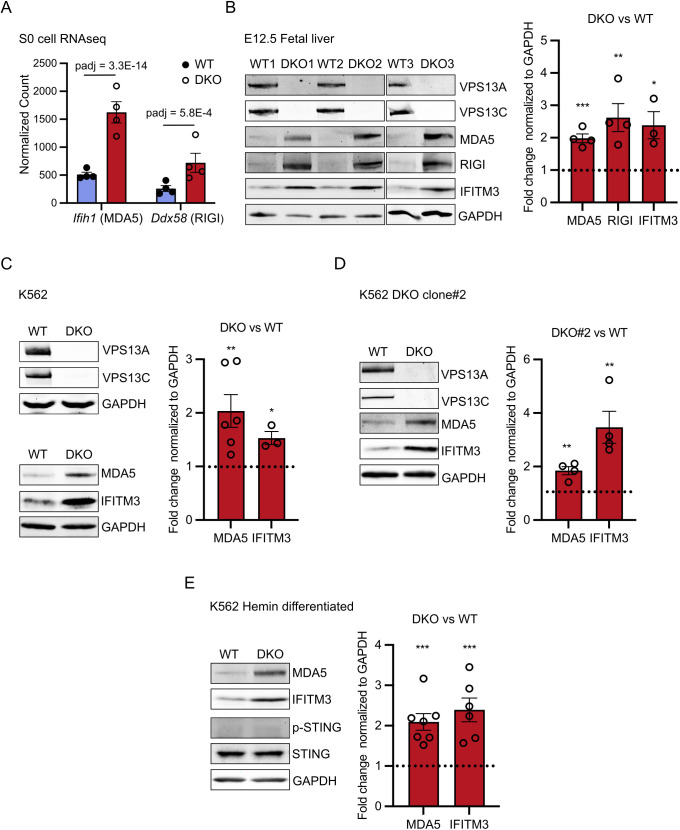
Activation of the dsRNA sensing pathway in DKO fetal liver and DKO K562 cells. **(A)** Bar plot quantifying transcript levels of the dsRNA sensing proteins MAD5 and RIGI from S0 cells RNAseq data in WT and DKO cells. **(B)** Immunoblots for the indicated proteins of whole fetal liver lysates from E12.5 WT and DKO embryos (left). IFITM3 is a representative ISG. GAPDH was used as a control. Protein levels based on the immunoblots were quantified as fold change in DKO relative to WT (right). **(C)** Immunoblots for the indicated proteins of WT and DKO K562 cells (left). Protein levels were quantified as fold change in DKO relative to WT (right). **(D)** Immunoblots of lysates from WT and DKO K562 clone #2 with probed antibodies indicated (left). Protein levels were quantified as fold change comparing DKO#2 to WT (right). **(E)** Immunoblots of lysates from hemin differentiated WT and DKO K562 cells with probed antibodies indicated (left). Protein levels were quantified as fold change comparing DKO to WT (right). Protein levels were quantified as fold change comparing DKO to WT (right). Data represent mean ± SEM; unpaired *t* test; * *P* < 0.05; ** *P* < 0.01; *** *P* < 0.001. Raw data of this figure can be found at https://doi.org/10.5281/zenodo.15375803.

To further assess the impact of the combined absence of VPS13A and VPS3C on innate immunity in a human cell line of erythroblastic lineage, we utilized K562 cells which differentiate into pro-erythroblast-like cells upon treatment with hemin [12]. To this aim we knocked out both *VPS13A* and *VPS13C* in K562 cells. Consistent with mouse fetal liver data, we observed that MDA5 and IFITM3 proteins are highly upregulated both in naïf DKO K562 cells and after hemin-induced differentiation (Fig 4C–4E), while the cytosolic DNA sensing cGAS-STING pathway was not activated relative to controls (WT K562 cells), as determined by phospho-STING levels (Fig 4E).

## Discussion

We report here that while absence of either VPS13A or VPS13C is compatible with nearly normal life in mice, and with lack of obvious pathology in young humans, the combined absence of these two proteins in mice results in arrest of embryonic development at around 12.5 embryonic day. Clearly cellular life, and even the life of an early mouse embryo, can occur without both proteins, as DKO mouse fetuses develop up to midgestation. Moreover, flies and worms that lack the single common ancestor gene of *VPS13A* and *VPS13C* have only selected defects, including impaired elimination of subsets of dead cells in flies [27] and worms (https://wormbase.org/species/c_elegans/gene/WBGene00011629#0-9fc-10) and neurodegeneration in flies [28]. These results imply that VPS13A and VPS13C have essential but redundant function in a process, or processes, whose failure(s) result(s) in the arrest of mammalian organism development. Moreover, our results suggest that failure of erythropoiesis, leading to impaired oxygen supply to tissues, plays a critical role in such arrest, although the role of other factors cannot be excluded. While a major phenotype observed the DKO embryos is a small liver, such defect is likely explained by defective erythropoiesis, as cells of the erythroblastic lineage are by far the most important contributor to the liver mass at this embryonic stage [63]. This phenotype and resulting embryonic death have been repeatedly observed in mice deficient in genes required for embryonic erythropoiesis [64,65]. Moreover, although in the characterization of the erythropoiesis defect we focused on definitive erythropoiesis in E12.5 DKO embryos, the paler color of these embryos indicates a severe defect also in primitive erythropoiesis, which generates circulating primitive erythroid cells before E12.5. It is therefore likely that lack of both *Vps13a/Vps13c* causes the impairment of both primitive and definitive erythropoiesis.

We also found evidence for the activation of innate immunity in erythrocyte precursors that fail to differentiate, as RNAseq identified several ISGs among the top upregulated genes in these cells. Whether such activation plays a role in the impairment of erythrocyte differentiation, or whether the two events are independent consequence of the combined loss of VPS13A and VPS13C, remains to be determined. VPS13A and VPS13C are thought to participate in the delivery of lipids to mitochondria [10] and to lysosomes [14,34], respectively. Thus, a potential explanation for the activation of innate immunity in erythrocyte precursors is the impairment of the integrity of the membranes of mitochondria and autophagic lysosomes, with the release of mitochondrial nucleic acids into the cytosol. The importance of VPS13 for the integrity of mitochondrial membranes to prevent escape of nucleic acids was demonstrated in yeast, where the single VPS13 protein in this organism was one of the hits in a screen for proteins required to block DNA escape form these organelles [66]. Similarly, presence of mitochondrial DNA in the cytosol and activation of the DNA sensing cGAS-STING pathway of innate immunity was detected in *VPS13C* KO HeLa cells [34]. In these cells nucleic acid may leak out of lysosomes digesting mitochondria, although an indirect effect of lysosome defects on mitochondria integrity could not be excluded. In the present study we found evidence for activation of the dsRNA sensing pathway involving RIG-I and MDA5 in the absence of VPS13A and VPS13C, rather than of the cGAS-STING pathway. The mRNAs encoding these two proteins were elevated in S0 erythrocyte precursors in the fetal liver and their protein levels were increased in homogenates of fetal liver. We confirmed elevated protein levels of RIG-I and MDA5 in K562 *VPS13A/VPS13C* double KO cells, i.e., cells which can be differentiated in proerythroblasts by hemin. In spite of this difference in the predominant nucleic acid sensing pathway activated by loss of VPS13 function in different model systems, our findings are consistent with a role of VPS13 family proteins in preserving membrane integrity.

It is also possible that a primary defect in autophagy may be responsible for, or contribute to, the activation of innate immunity in erythrocytes precursors lacking both VPS13A and VPS13C, as roles of VPS13 family proteins in autophagy have been reported [33,67–70]. For example, the single yeast Vps13 protein cooperates with Atg2 (a bridge-like lipid transfer protein of the VPS13 protein family) in the growth of the autophagic membrane [67–69] and both mammalian VPS13A and VPS13C were proposed to participate in this process via an interaction with the scramblase ATG9, a well-known interaction partner of ATG2 [71]. Moreover, VPS13A was implicated in autophagy by studies of human and mouse skeletal muscle [33]. Erythrocyte precursors may be especially sensitive to a defect in autophagy, as their maturation involves the autophagic clearing of intracellular organelles, including mitochondria [72–74]. A defect in this process would prevent appropriate sequestration of mitochondrial nucleic acids and other toxic material resulting in activation of innate immunity [75]. Accordingly, in an unbiased proteomics screen for elevated proteins in autophagy deficient cells, the RIG-I signaling pathway was one of the top hits [76] and the RIG-I pathway was enhanced in cells deficient in the ATG5-ATG12 complex, which is required for autophagy [77,78].

The striking synthetic effect of the loss of VPS13A and VPS13C in mice development is surprising, given that most available evidence suggests predominantly distinct localizations of VPS13A and VPS13C [4,10,12,16,79], and that *Vps13a* and *Vps13c* single KO mice have nearly normal life. Even in human lack of either protein alone does not affect early life, but result in age-dependent neurodegenerative diseases. However, major redundancies and intersections in lipid fluxes mediated by lipid transport proteins have been reported [80], so that a defect in lipid transport at one intracellular site can be bypassed by transport at other sites. Thus, VPS13A and VPS13C may have partially redundant functions even if they are differentially localized. It also remains possible that VPS13A and VPS13C have yet uncharacterized overlapping subcellular localizations (for example a localization of VPS13C at ER-mitochondria contacts, where VPS13A is also present, had been suggested [10,24]). Moreover, both proteins have been found at ER-lipid droplets contacts [10,16], although the functional significance of this localization remains unclear. So far, localization studies of these two proteins have relied primarily on their overexpression (tagged proteins) in cell lines, given the limitations of currently available antibodies. Future studies of endogenously tagged proteins and in different tissues will be needed to obtain a full picture of the cellular and subcellular distributions of these proteins under control conditions and in different functional states towards a better understanding of their roles in physiology and disease.

## Materials and methods

### Mouse

All animal studies were conducted in compliance with guidelines from the US Department of Health and Human Services Guide for the Care and Use of Laboratory Animals under Yale Institutional Animal Care and Use Committee protocol #2024-07422. Mice were maintained in a C57BL/6J genetic background and housed in rooms on a 12-h dark/light cycle interval with food and water available ad libitum. *Vps13c*^−/−^ mice (MGI:7489965) were previously generated in our lab [34]. Cryopreserved sperm from *Vps13a*^tm1a^ mice was obtained from the European Mutant Mouse Archive (http://www.informatics.jax.org/allele/MGI:4842502) and sequentially bred with FLP recombinase and β-actin-Cre transgenic mice to generate the *Vps13a*^tm1d^ (*Vps13a*^−/−)^ allele (RRID: MGI:8190267). Loss of function of *Vps13a* was confirmed both at the genome level by Sanger sequencing using Transnetyx and at the protein level by immunoblotting. For biochemical studies, mice were euthanized in a CO_2_ chamber, embryos and fetal livers were immediately dissected on ice before being processed as described in the immunoblotting section.

### Pathological analysis of embryos

Pregnant dams were euthanized at estimated embryonic day 12.5 using a carbon monoxide chamber (filled gradually to 70%) followed by creation of pneumothorax. The uterus was extracted in its entirety, after which fetuses (*n* = 6 per litter) and their membranes were dissected intact from the uterus. The tail of each fetus was harvested for genotyping. Fetuses were fixed in Bouin’s solution for 48 h, followed by bisection along the sagittal plane. Cassetted tissues were submitted for standard paraffin embedding and processing, followed by generation of 20–30 sections (5 µm thick) collected at 20 µm intervals. Sections were stained with hematoxylin and eosin. Immunoperoxidase stains were performed using unstained 5 µm paraffin sections at the Yale University Department of Pathology using primary antibodies at a 1:100 dilution. After deparaffinization and rehydration, antigen retrieval was performed using sodium citrate buffer (10 mM Sodium Citrate, 0.05% Tween 20, pH 6.0) at 95–100°C for 10 min. Immunostaining was performed using a Dako autostainer. Label was visualized by 0.05% 3′,3′-diaminobenzidine (DAB) as a chromogen, precipitated by 0.01% hydrogen peroxide. Light microscopic images were taken using a Zeiss Axioskop and with Axiocam MrC camera. A protocol is also available at https://www.protocols.io/view/pathological-analysis-of-mosue-embryos-kxygx4emdl8j/v1.

### Fetal liver flow cytometry analysis and FACS

Male and female heterozygous mice were set up for mating in the evening. Males were removed from the cage on the following day, which was considered E0.5 for the embryos of pregnant females. Pregnancy was assessed by monitoring the female weight. At E12.5, embryos were removed, and tail clips used for genotyping. Fetal livers were isolated using a dissecting microscope to assure no contamination by surrounding tissues. For FACS analysis, fetal livers were dissociated into single cell suspensions and passed through a 100 µm nylon strainer to eliminate cell clumps and debris. Percentages of live cells were determined by trypan blue staining. Cells were then counted and stained with a lineage cocktail (biotinylated antibodies against CD3e, CD4, CD8a, CD45R/B220, CD127, CD11b, Ly6G/Ly6C) followed by streptavidin-PE-Cy7 (Biolegend, Cat# 405206), anti-CD71-FITC, anti-Ter119-PE, and DAPI (BD, Cat# 564907). The gate strategy was conducted according to [40]. Samples were analyzed on LSRII and BD FACSAriaII analyzers for flow cytometric analysis and FACS sorting, respectively. A protocol is also available at https://www.protocols.io/view/fetal-liver-flow-cytometry-analysis-and-facs-q26g7nbrklwz/v1.

### Antibodies

Primary antibodies used: CD34 (Thermo Fisher Scientific Cat# MA1-22646, RRID:AB_558179), CD31 (Cell Signaling Technology Cat# 77699, RRID:AB_2722705), Caspase-3 (R and D Systems Cat# MAB835, RRID:AB_2243951), CD3e (BD Biosciences Cat# 553060, RRID:AB_394593), CD4 (BD Biosciences Cat# 553649, RRID:AB_394969), CD8a (BD Biosciences Cat# 553028, RRID:AB_394566), CD45R/B220 (BD Biosciences Cat# 553086, RRID:AB_394616),CD127 (BD Biosciences Cat# 555288, RRID:AB_395706), CD11b (BD Biosciences Cat# 553309, RRID:AB_394773), Ly6G/Ly6C (BD Biosciences Cat# 553125, RRID:AB_394641), CD71-FITC (BioLegend Cat# 113806, RRID:AB_313567), Ter119-PE (BD Biosciences Cat# 553673, RRID:AB_394986), VPS13A (Proteintech Cat# 28618-1-AP, RRID:AB_2918183), VPS13C (custom [34], Proteintech, RRID: AB_3711218), MDA5 (Cell Signaling Technology Cat# 5321, RRID:AB_10694490), RIGI (Proteintech Cat# 25068-1-AP, RRID:AB_2879881), IFITM3 (Cell Signaling Technology Cat# 59212, RRID:AB_2799561), GAPDH (Proteintech Cat# 60004-1-Ig, RRID:AB_2107436), STING (Cell Signaling Technology; Cat# 80231, RRID:AB_2799947), Phospho-STING (S366; Cell Signaling Technology; Cat# 19781, RRID:AB_2737062).

Secondary antibodies used: IRDye 800CW Donkey anti-Rabbit IgG (LI-COR Biosciences Cat# 926-32213, RRID:AB_621848) and IRDye 680LT Goat anti-Mouse IgG (LI-COR Biosciences Cat# 926-68020, RRID:AB_10706161).

### DNA plasmids and oligos

For CRISPR mediated gene knockout in K562 cells, candidate guide RNAs (gRNAs) against the human *VPS13A* genomic locus were: (5′-CCTTCAAAATCTGAGCATGC-3′ for PX459 cloning) and (5′-ACTATAGCCAATTGCTTCATAGA-3′ for PY30 cloning). gRNAs were ordered as complementary single-stranded oligonucleotides from Integrated DNA Technologies (IDT) then cloned into the PX459 Cas9 plasmid (Addgene plasmid #62988) or PY30 Cas12a plasmid (Addgene plasmid #84745) using a one-step ligation protocol [81], and gRNAs were sequence verified using the U6 forward promoter. A PX459 plasmid (Addgene plasmid #62988) targeting *VPS13C* was generated previously. All oligos were purchased from IDT.

### Cell culture and transfection

K562 cells (gift of Patrick Gallagher, Yale University) were cultured at 37°C in 5% CO_2_ and RPMI 1640 containing 10% FBS, and 2 mM GlutaMAX (all from Gibco). Transfection of plasmids was accomplished using FuGene 4K Transfection Reagent (Promega). For a detailed protocol for cell culture, and transfection, see https://doi.org/10.17504/protocols.io.e6nvwdk4dlmk/v1.

### Generation of *VPS13A* and *VPS13C* DKO K562 cell lines

K562 cells were transfected with plasmids (either PX459 Cas9 system for DKO clone #1 or PY30 Cas12a system for clone #2) containing guide RNAs targeting *VPS13A* using FuGene 4K. Cells were selected in complete culture media containing 3 μg/ml puromycin 24 h after transfection and the medium was replaced with fresh puromycin-containing medium 48 and 72 h after transfection. After three days of puromycin selection, single clones were obtained using serial dilution and then screened by immunoblotting to identify VPS13A negative cells. Two *VPS13A* KO clones were transfected with PX549 containing a guide RNA targeting *VPS13C* using FuGene 4K. Cells were then selected in complete culture media containing 3 μg/ml puromycin 24 h after transfection and the medium was replaced with fresh puromycin-containing medium 48 and 72 h after transfection. After three days of puromycin selection, single clones were obtained using serial dilution and then screened by western blotting for the absence of both VPS13A and VPS13C. A detailed method for the generation of KO cells is available at https://doi.org/10.17504/protocols.io.eq2lynx5wvx9/v1.

### Immunoblotting

Cultured cells were lysed through repeated pipetting in 2% SDS. Mouse tissue samples were immersed in 2% SDS and homogenized in a glass homogenizers followed by repeat pipetting. Cell lysates were further sonicated for 30 seconds to break DNA and eliminate viscosity of the samples. Total protein content was then measured by the Pierce BCA assay (Thermo Fisher Scientific). Equal amount of proteins were mixed with SDS loading buffer [final: Bromophenol blue (0.05%), 15% β-mercaptoethanol, Glycerol (10%), SDS (sodium dodecyl sulfate; 2%), Tris-Cl (0.05 M, pH 6.8)] and denatured at 70°C for 3 min. Samples were separated on 4–20% tris-glycine mini gels (Thermo Fisher Scientific) before transfer to nitrocellulose membranes at 4°C for one hour at 100 volts in transfer buffer containing 25 mM Tris, 192 mM glycine, 20% methanol in milliQ water. Transferred membranes were blocked in 5% BSA in Tris-buffered Saline (TBS) containing 0.1% Tween-20 (TBST) for 1 h. Membranes were then incubated with primary antibodies in 5% BSA in TBST overnight at 4°C. The next day, membranes were washed 3 times in TBST and then incubated with secondary antibodies conjugated to IRdye 800CW or IRdye 680LT (Licor, 1:10,000) in 5% BSA in TBST at RT for 1 h, washed 3 times in TBST, and then imaged using a Licor Odyssey Infrared Imager. A detailed protocol can be accessed on protocols.io at https://doi.org/10.17504/protocols.io.bp2l6be9zgqe/v1.

### RNAseq

Total RNA was purified using the RNAqueous-Micro Total RNA Isolation Kit (Thermo Fisher Scientific). RNA quality was determined by estimating the A260/A280 and A260/A230 ratios by nanodrop. RNA integrity was determined by running an Agilent Bioanalyzer gel, which measures the ratio of the ribosomal peaks. Samples with RIN values of 7 or greater were used for library preparation. Using the NEBNext Single Cell/Low Input RNA Library Prep Kit from Illumina (E6420L), a normalized RNA input between 200 pg and 50 ng was used to generate cDNAs with the template switching method. The NEB Ultra II FS workflow was used for fragmentation, end repair, dA-tailing, adapter ligation and PCR. Indexed libraries that met appropriate cut-offs for both quantity and quality were quantified by qRT-PCR using a commercially available kit (KAPA Biosystems) and insert size distribution was determined with the LabChip GX or Agilent Bioanalyzer. Samples with a yield of ≥0.5 ng/μl were used for sequencing. The libraries underwent 150-bp paired-end sequencing using an Illumina Novaseq X at the Yale Center for Genome Analysis (YCGA), generating an average of 82 million paired-end reads per library. Adapter sequences, empty reads, and low-quality sequences were removed. Reads were trimmed using fastp v0.21.0 [82] using default parameters. Trimmed reads were mapped to the mouse reference genome (mm10) with HISAT2 v2.2.1 [83]. Alignments with a quality score below 20 were excluded from further analysis. Gene counts were produced with StringTie v1.3.3b [84] and the Python script “prepDE.py” provided in the package (Python version 3.11.8). StringTie was limited to reads matching the reference annotation GENCODE V15 [85]. After obtaining the matrix of read counts, differential expression analysis was conducted, and normalized counts were produced using DESeq2 [86]. p-values were adjusted for multiple testing using the Benjamini-Hochberg procedure [87]. Sequencing data were deposited in NCBI’s Gene Expression Omnibus (GSE297002).

### Statistical analyses

GraphPad Prism 10 software (RRID: SCR_002798) was used for statistical comparison of live/dead cell counts, erythroid cell lineage percentage and immunoblot densitometry measurement. Student *t* test was used to assess significant differences between groups. Visualization of RNAseq data was performed using EhancedVolcano (RRID:SCR_018931) and ComplexHeatmap (RRID:SCR_017270) in RStudio (R version 4.4.2) and adjusted in Inkscape (RRID:SCR_014479).

## Supporting information

S1 Fig Generation *Vps13a*/*Vps13c* double knockout mice. **(A)** Schematic overview of the process used for the generation of *Vps13a* KO mice to be mated to previously generated *Vps13c* KO mice. *Vps13a*^tm1a^ mice were first mated to Flp recombinase expressing mice to remove the LacZ and Neo cassettes to generate *Vps13a* conditional KO mice. Subsequently, mice were bred with β-actin-Cre expressing transgenic mice to remove exon 6 and generate constitutive full body *Vps13a* KO mice. **(B)** Anti-VPS13A western blots of lysates of cortical tissues from both WT and *Vps13a* KO mice confirming absence of VPS13A in the KO mice. **(C)** Genotyping results of adult mice and E12.5 embryos derived from *Vps13a*^+/−^/*Vps13c*^−/−^ intercrosses. Values in the brackets indicate the number of expected mice/embryos based on mendelian distribution.
(TIFF)

S2 Fig **(A)** Viability of cells derived from fetal livers assessed by trypan blue staining. Each dot represents one fetal liver with the specific genotype. **(B)** Percentage of each erythroid subset within the lineage negative gate. Each dot represents one fetal liver with the specific genotype. Results are presented as average plus SD of each subtype of erythroid cells. **(C)** The set of genes expressed by both WT and DKO S0 cells (*p* adj > 0.05 and |FC| < 1.2) was compared to the RNAseq profile of different cell types reported by the “Descartes Cell Types and Tissues Database”. The bar plot shows the top 10 cell types with transcriptomic profiles similar to those of S0 cells. **(D)** Heatmap showing normalized RNA count of key transcription factors that drives erythroid fate commitment and erythroid maturation in S0 cells. **(E)** Bar plot showing top 15 significantly upregulated (KEGG; top panel) and significantly downregulated (MSigDB; bottom panel) pathways based on adj P comparing DKO S0 cells versus WT. Raw data of this figure can be found at https://doi.org/10.5281/zenodo.15375803.
(TIFF)

S1 Raw Images Uncropped immunoblots.

## Abbreviations

**:**
BLTP: bridge-like lipid transfer protein
DEG: differentially expressed gene
DKO: double knockout
ER: endoplasmic reticulum
FACS: fluorescence-activated cell sorting
ISG: interferon stimulated gene

# Supplementary material for: Impaired hematopoiesis and embryonic lethality at midgestation of mice lacking both lipid transfer proteins VPS13A and VPS13C
**Source:** PLoS Biol. 2025 Sep 16;23(9):e3003393. doi: 10.1371/journal.pbio.3003393

Fig. 4B

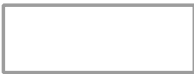 bands showed in the figure

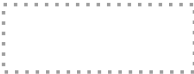 bands used for quantification  
not showed in the figure

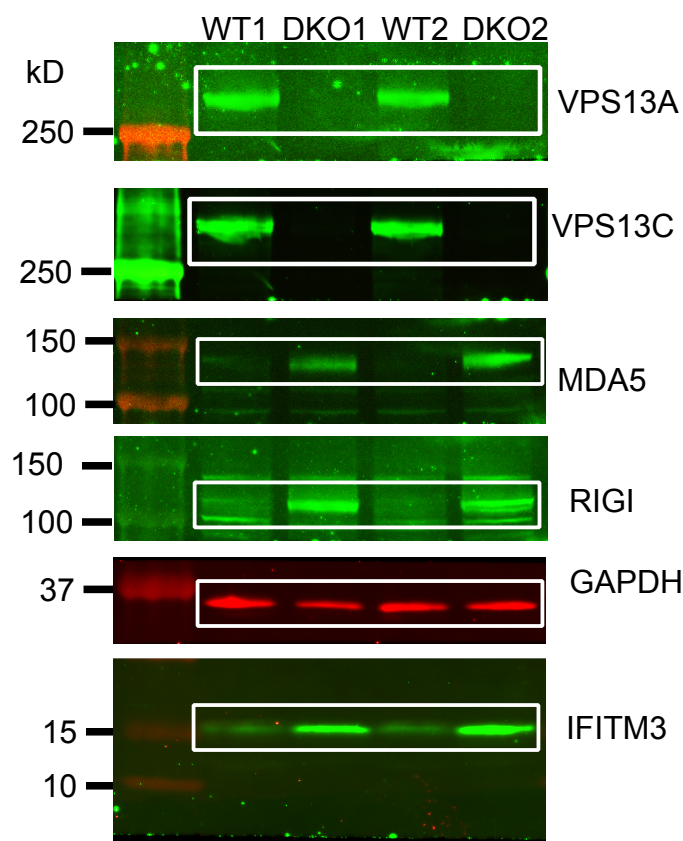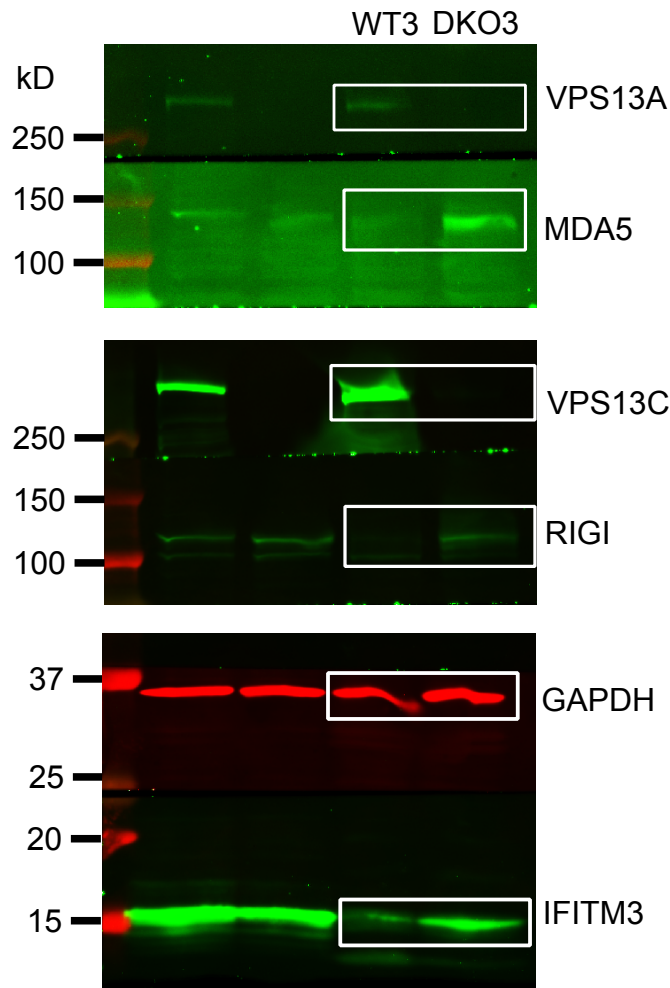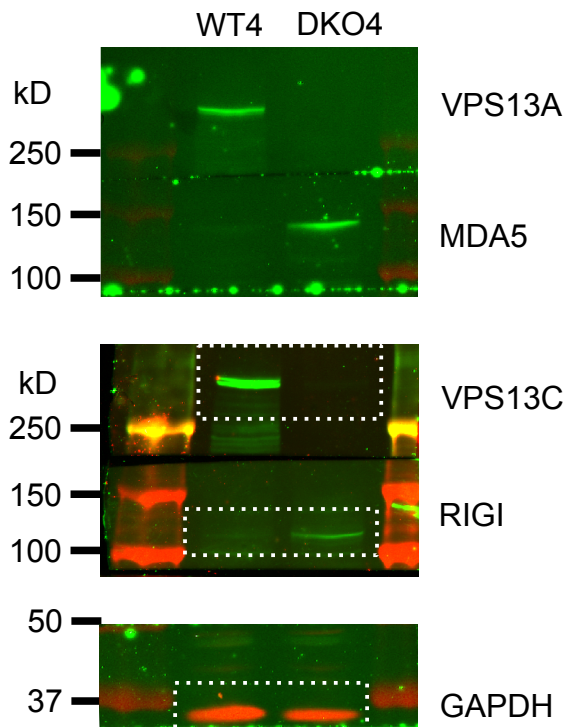

Fig. 4C

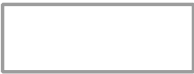

bands showed in the figure

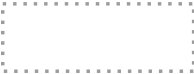

bands used for quantification  
not showed in the figure

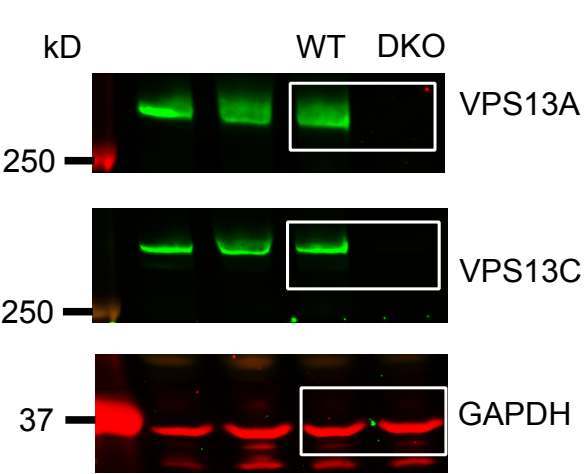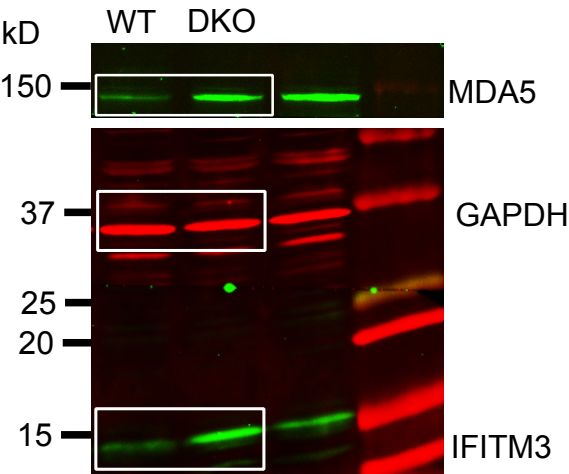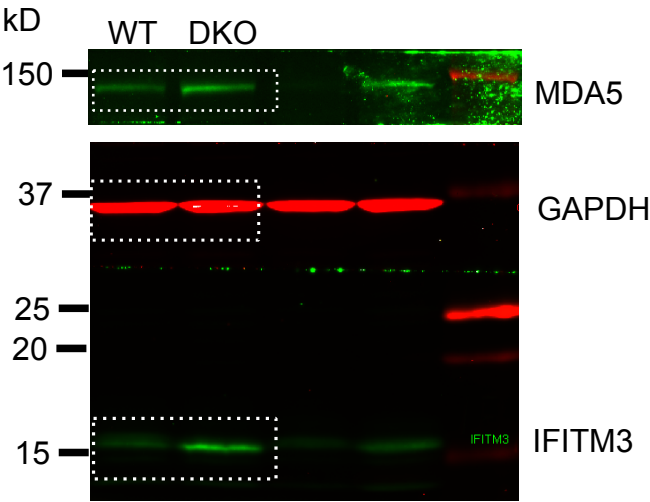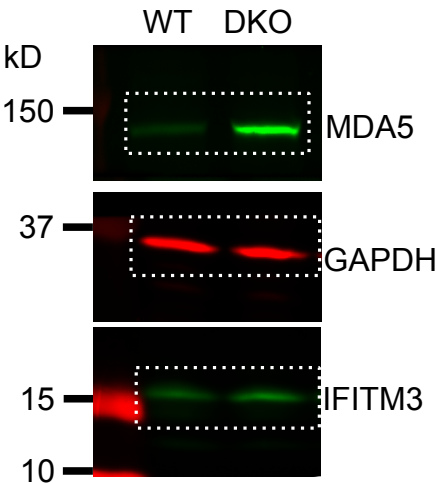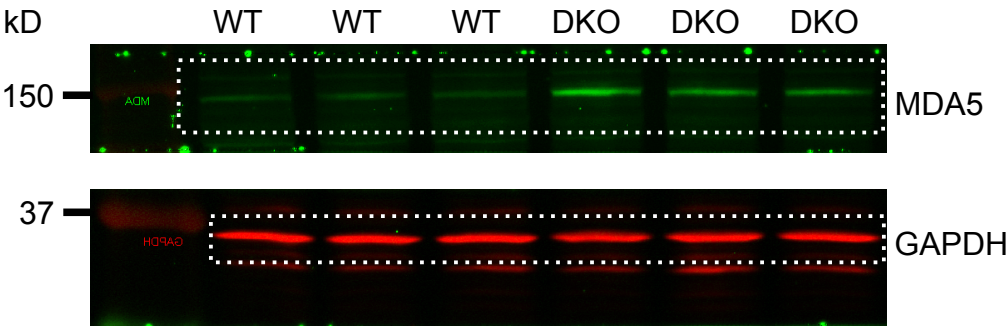

Fig. 4D

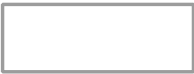 bands showed in the figure

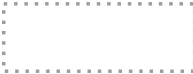 bands used for quantification  
not showed in the figure

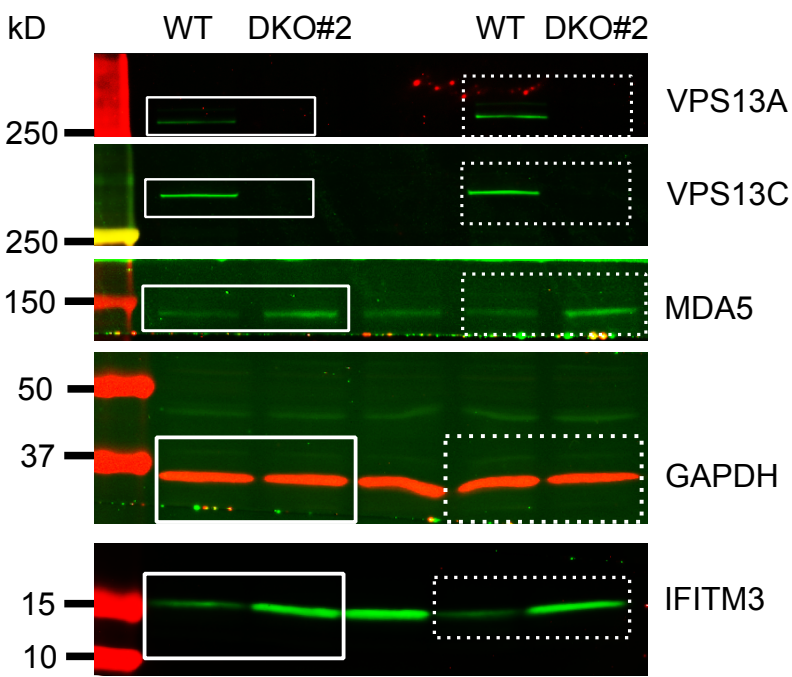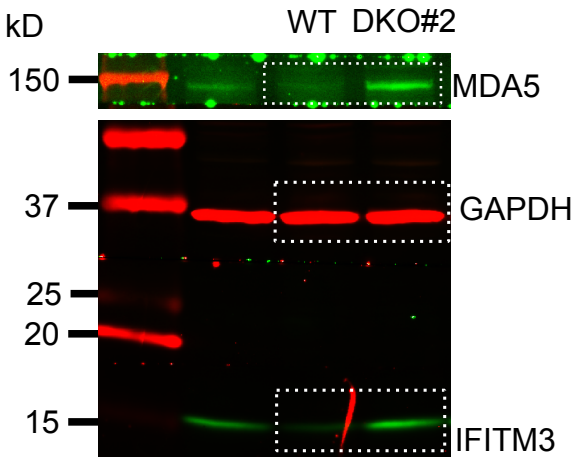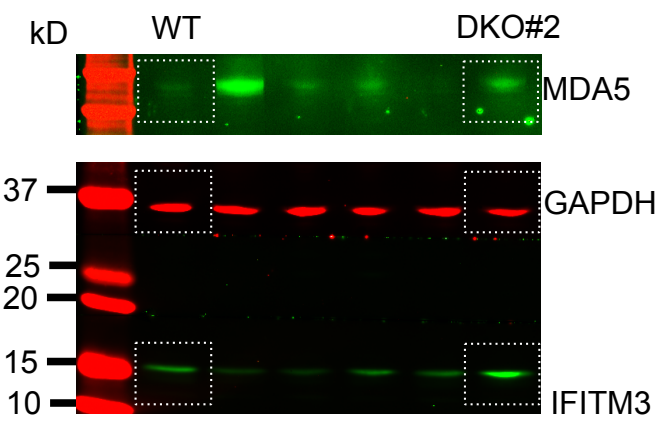

Fig. 4E

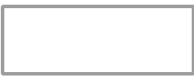

bands showed in the figure

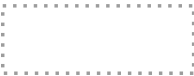

bands used for quantification  
not showed in the figure

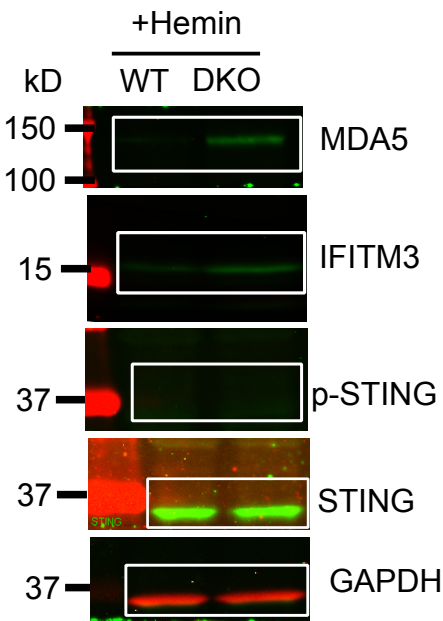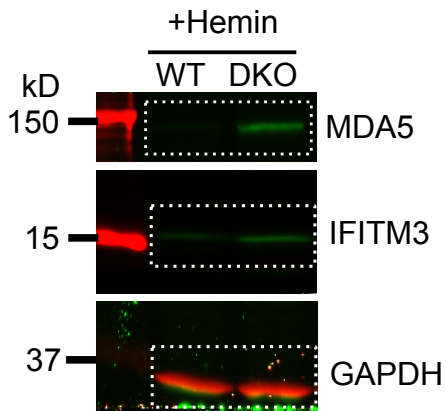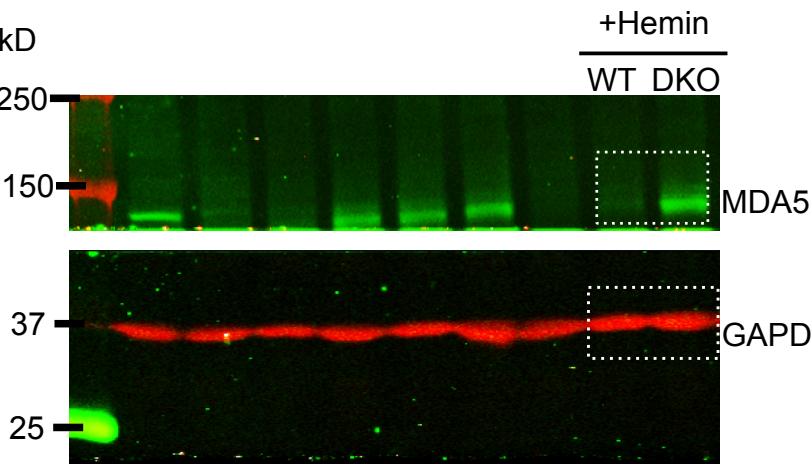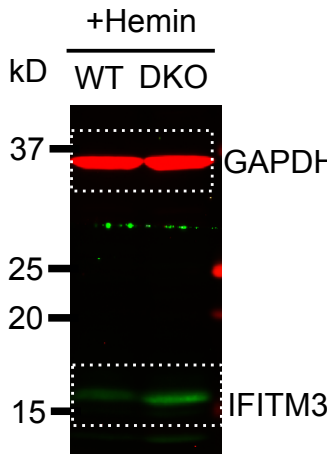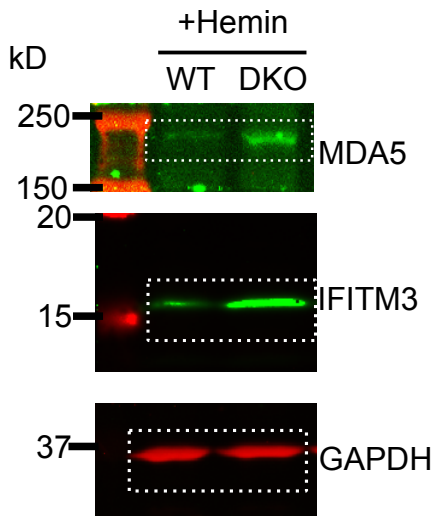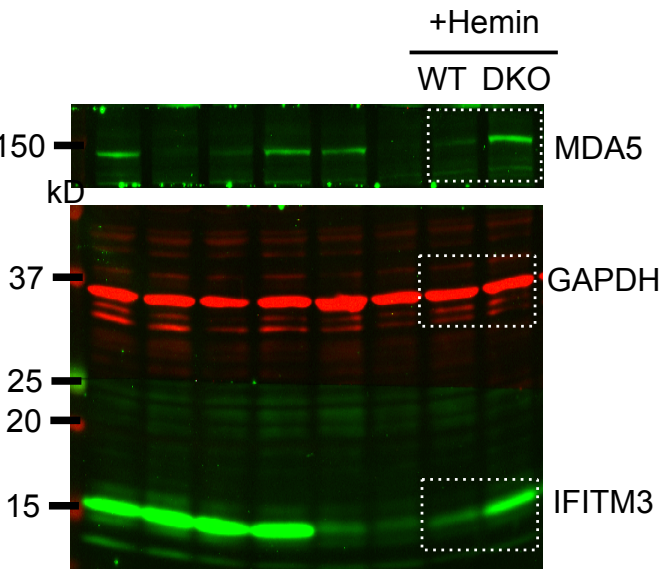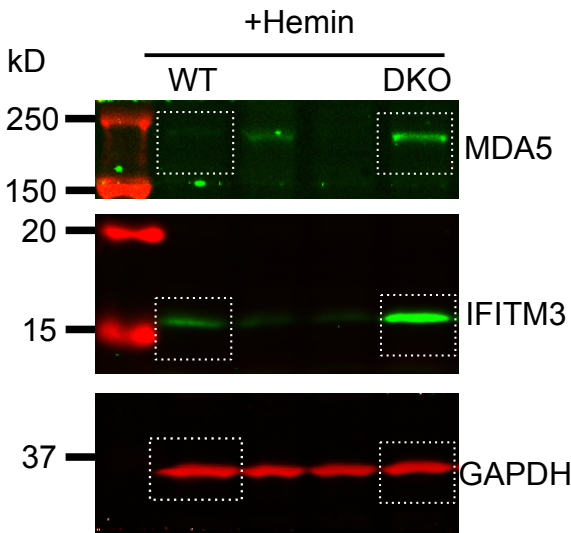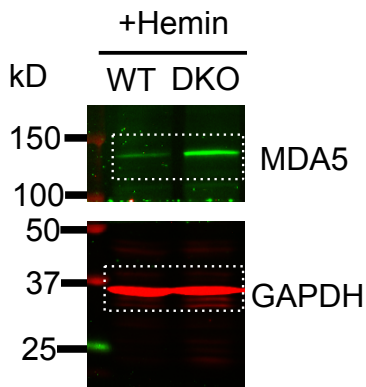

Fig. S1B

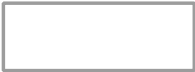 bands showed in the figure

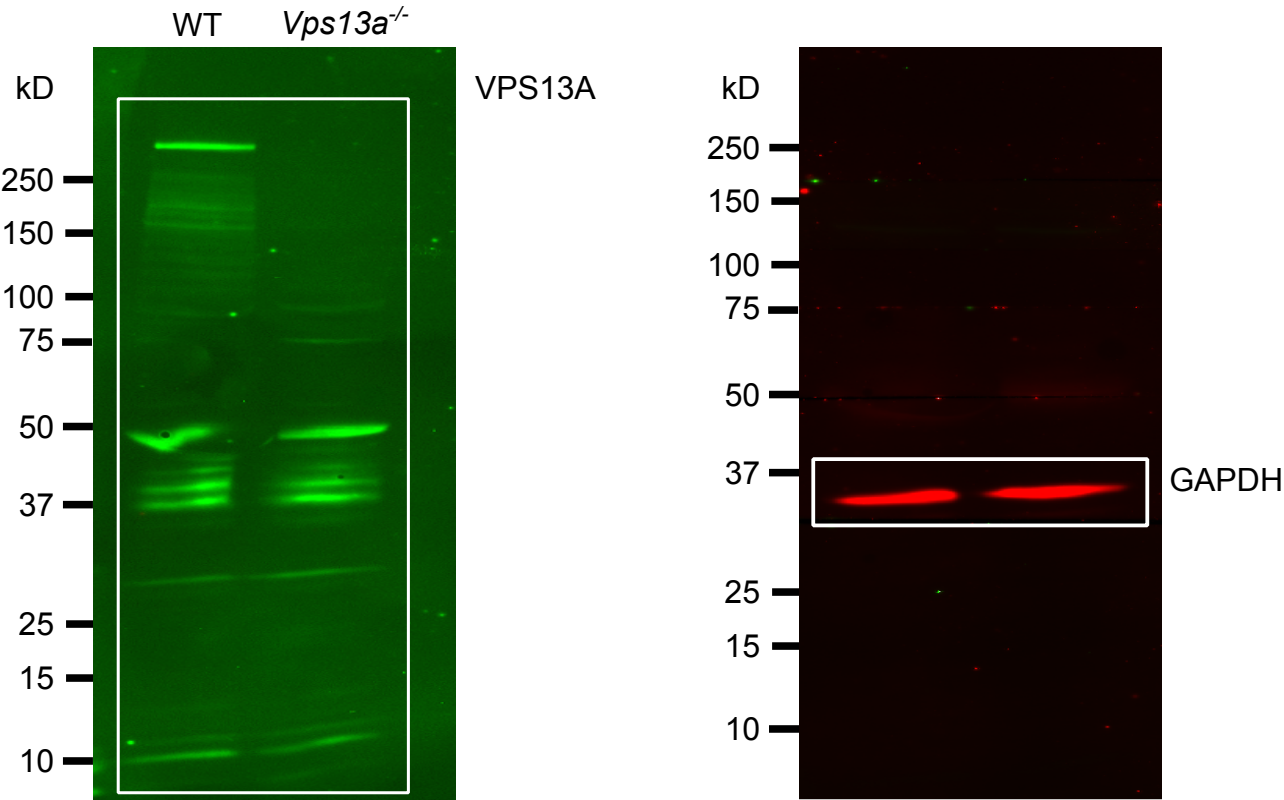

**Supplement:** S1 Raw Images

How the deposited data were processed for this re-analysis (not part of the article)

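RNAseq of S0 cells sorted from E12.5 fetal livers was analysed for 4 WT and 4 DKO libraries, each treated as 1 embryo. The groups and replicate numbers were taken from the sample labels, and the 8 count columns were matched to them by name. The authors trimmed the reads, mapped them to mm10, removed alignments of low quality, and deposited whole-number counts per gene made with StringTie and prepDE. These counts had not been normalized and were not pooled. Of 52636 gene identifiers, 52403 matched a symbol in the GENCODE annotation of GRCm38 used here when the version was ignored, and 49035 matched with the version. All coordinates are those of GRCm38. The strand setting of the counting is not given in the paper's text, so counts of overlapping and antisense genes are uncertain, as are those of near-identical gene copies such as histones, globins and pseudogenes.

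Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1. Genes were filtered with filterByExpr, libraries were scaled by TMM, and WT and DKO were compared with the robust quasi-likelihood test with Benjamini-Hochberg adjustment and no covariate. A gene was called when its adjusted p was under 0.05 and its log2 fold change was above 1 or below -1. The standard error was taken from the log2 fold change and the F statistic. The genes with a claim of their own were also compared with an exact two-sided permutation test of log2 CPM over 70 arrangements. The 26 gene lists were written from general knowledge before the data were examined and tested with camera at a preset correlation of 0.01, with fry and with an estimated correlation. An additional list of the integrated stress response was written later. Per-library medians of lists used a pseudocount of 1 normalized count. The design, the alternatives and the rule for the genes named were set before the data were examined. The rule took each gene the paper names for the RNAseq, the 20 genes with the smallest p among those higher in DKO, the 5 rising and 5 falling genes with the largest log2 fold change among those past the threshold whose groups did not overlap and had a mean of at least 10 normalized counts in both, and the members of the lists. Genes named outside this rule were chosen after their values were seen, and the text says so.

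The alternatives were DESeq2 1.42.0, library size without TMM, upper-quartile scaling, no low-count filter, at least 10 counts in every library, counts divided by 2, removal of the hemoglobin genes, each library left out in turn, a block for replicate number, no fold-change threshold, and other tests of the lists. Restriction to protein-coding genes and a correction for GC content and transcript length by loess with a span of 0.5 were added after the data were seen.

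The steps were tested on simulated counts drawn with the means and library sizes of the data and a biological coefficient of variation of 0.37. Of 200 genes changed by known amounts, 197 were called in the right direction, or 98.5%, and 7 of 17671 unchanged genes were called. The changed genes lay above a minimum mean, and every change was larger than those of Kit and Ddx58. The recovery of smaller changes or of scarcer genes was therefore not tested. A list of 50 unchanged genes gave a camera p of 0.809. All genes shared that coefficient of variation and were drawn independently, so lists of correlated genes were not covered. Libraries of one genotype differed by far more than counting error, with a chi-square per gene of at least 18.5 over 17909 genes, so none was a second copy of another. At totals of 36981439 counts or more per library, the spread between embryos and not the counting error limited the precision of abundant genes. Experiments other than the RNAseq of S0 cells were not analysed here.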

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

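The tests of RNA classes, RNA quality, sex, strain and the neighbours of Tmem163 were chosen only after the results were seen.

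Tmem163 had the smallest p of all genes and is not discussed in the paper. It rose from 44.2 ± 19.6 normalized counts in WT to 13517 ± 1528 in DKO (SD, n = 4 each), a log2 fold change of 8.26 (edgeR adjusted p = 2.81e-06), and all 4 DKO libraries had at least 12079. An altered chromosomal segment was tested through the 20 genes within 1 Mb of Tmem163 on chromosome 1. Their median log2 fold change was -0.071, and 0 of them passed the thresholds, while 4 had an adjusted p under 0.05 and 7 an unadjusted p under 0.05, which argues against a change of the whole segment. An effect of the genotype and a variant at the gene itself stay open and were not tested.

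Transcripts without a poly(A) tail were higher in every DKO library. Of 62 replication-dependent histone genes, 61 were higher, with a median log2 fold change of 1.61, and the 4 DKO libraries lay between 1.53 and 1.75. Of 24 snRNA genes, 23 were higher, with a median of 2.82, although the median snRNA gene had only 5.09 normalized counts in WT. The median was 0.85 for 53 snoRNA genes and 1.23 for 20 mitochondrial tRNA genes, against 0.18 for 8 replacement histones, whose mRNA is polyadenylated, and -0.01 for the other protein-coding genes. The small classes annotated as misc_RNA (7 genes, 6 higher) and scaRNA (4 genes, 4 higher) had medians of 2.88 and 1.71. Their median genes had only 6.13 and 13.7 normalized counts in WT. The median was 0.59 for 13 mitochondrial mRNA genes (11 higher) and 0.29 for 488 lincRNA genes (314 higher). It was 0.28 for 747 processed pseudogenes (522 higher). The rise was therefore not confined to RNA without a poly(A) tail. A larger share of cells in S phase would raise the proliferation list too, but its median was -0.37, with 35 of 40 genes lower, which argues against that explanation. Greater capture of RNA without a poly(A) tail in the DKO libraries would raise these classes together, as was seen for the snoRNA genes at 0.85, and remains a candidate explanation for them. It does not cover the rise of mitochondrial mRNA. The paper's text gives no library batches, so that a technical origin and an effect of the genotype on these RNAs cannot be separated by batch. Whether a difference in RNA quality also moved the ISGs cannot be told apart from the genotype, because every DKO library shows both. The paper's methods state a minimum RNA integrity for all samples. With only protein-coding genes other than histones tested, the ISG list had a median log2 fold change of 1.42, but this restriction leaves the ISGs in place and decides nothing about RNA quality.

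The sex-linked transcripts were not balanced between the groups. Xist had 0 to 30.1 normalized counts in WT, and 27043, 18029, 62.3 and 21393 in DKO replicates 1 to 4, a log2 fold change of 10.46 (edgeR adjusted p = 0.00626). The Y-linked Ddx3y had 2911 to 3354 normalized counts in the WT libraries and 2516 in DKO replicate 3, against at most 41.0 in the other DKO libraries. A difference in sex may therefore contribute to any gene. For the ISGs, DKO replicate 3 had a list median of 1.38 relative to the WT mean, and the other DKO libraries had 1.06 to 1.84. With 1 such library, sex and genotype cannot be told apart for the ISG list.

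A list of 39 other genes of the integrated stress response was written after Trib3, Pck2 and Slc7a3 had been seen to rise, and left these 3 out. Of the 37 tested, 33 were higher, with a median log2 fold change of 0.74 (camera p = 8.2e-11, fry p = 0.0195, camera with estimated correlation p = 0.174), and 15 passed the thresholds as higher. Atf4 rose from 4853 ± 519 to 10294 ± 2286 normalized counts and Ddit3 from 667 ± 48.9 to 3413 ± 2374. The median of 0.74 argues against a chance pick of the first 3 genes. Activation of this response in DKO S0 cells is a hypothesis. Stress during the sorting of fewer viable cells was not tested and stays open.

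Nnt, a gene listed before the data were examined because it differs between C57BL/6 substrains, rose from 632 ± 259 to 2113 ± 418 normalized counts, a log2 fold change of 1.74 (edgeR adjusted p = 0.00525). Of the other genes of that list, Ide and Cyfip2 were lower (log2 fold changes -1.10 and -0.85) and Wdfy1 did not differ (edgeR adjusted p = 0.101). A strain difference and the genotype cannot be told apart, since no library of one group shares the level of the other. mt-Nd3 fell from 300.4 ± 38.5 to 29.1 ± 7.41 normalized counts, a log2 fold change of -3.36, while mt-Co1 rose by 0.76. No explanation of the fall of mt-Nd3 was tested.

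Single libraries stood apart from the other 3 of their group in 13 of 214 groups examined, where about 10.7 are expected by chance. WT replicate 1 was the highest WT library for Oas1a (252.4 normalized counts against 170.4 to 178.3), Isg20 (431.4 against 237.5 to 256.3), Ifih1 (650.3 against 459.5 to 483.5) and Irf7 (404.2 against 98.1 to 150.4), and for the list of the 7 ISGs of Fig 3B (median log2 ratio 0.40 against -0.16 to -0.10). It was also the highest for Gata1, with 10342 normalized counts against 8214 to 8413. DKO replicate 1 stood apart for Usp18 (3581 against 1776 to 2072), Cd5 (15.8 against 0), Tcf21 (2488 against 57.4 to 132.5), Tma7-ps (798.5 against 2003 to 2021) and the granulocyte and mast cell list (median log2 ratio -3.75 against -0.77 to -0.48). WT replicate 4 stood apart for Tnfaip6 (8.7 against 0) and Gm28438 (6.1 against 18.1 to 19.9), both near the detection limit. No biological explanation was tested for these libraries. Without WT replicate 1, the median log2 fold change of the ISG list was 1.69.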

How the results depend on the processing

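The number of DEGs depended on the test and on the libraries included. The 1076 genes higher and 423 lower in DKO became 1665 and 619 with DESeq2, of which 1042 and 423 were shared with the edgeR calls, and 1867 and 1878 when the fold-change threshold was dropped. Across the 8 fits that each left out one library, 566 to 1148 genes were higher and 243 to 521 were lower. The lowest counts of higher genes came without WT replicate 1 (566), replicate 4 (633) and replicate 2 (650), while leaving out DKO replicate 2 or 3 gave 1141 and 1148, above the count with all libraries, so the smaller group size alone does not account for the low counts. The other scalings, filters, halved counts and removal of the hemoglobin genes gave 857 to 1228 higher and 325 to 436 lower. Upper-quartile scaling moved the median log2 fold change of all genes from 0.03 to 0.14.

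Of the 7 ISGs of Fig 3B, 4 were in the top 20 of the genes higher in DKO, and 2 to 6 across the fits that each left out one library (2 without WT replicate 3 or 4). DESeq2 restricted to protein-coding genes, chosen after the data were seen, placed 7 there. The cause was not tested.

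The ISG list kept its direction under all alternatives applied to lists, with a median log2 fold change between 0.99 and 1.69. The hematopoietic lineage list also kept its direction, with a median between -0.59 and -0.27. No list was tested with DESeq2 or without the low-count filter. Leaving out one library moved the medians from 1.14 to 1.69 and from -0.59 (without DKO replicate 4) to -0.35. Both lost their call only when camera estimated the correlation between genes, where the medians of 1.44 and -0.38 had adjusted p-values of 0.159 and 0.246. That test gives less weight to each gene of a correlated list, and no list of the 26 passed it.

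The replicate numbers did not pair the libraries. The correlations of the deviations from the group means between same-numbered WT and DKO libraries were -0.18, 0.15, -0.08 and 0.01 over 12339 genes. With the replicate block, 613 genes were higher and 343 lower, 6 of the 7 ISGs were in the top 20, and the ISG list had a median of 1.39. The block changed the call of 8 of 102 results.

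Among 73 single genes, 57 kept their direction and their side of the adjusted p threshold under every alternative in which they were tested. The stricter filters removed some of the scarcer genes, such as Ccl5. The fold-change threshold was not part of this count. It was crossed by Kit (-0.999 with upper-quartile scaling), Tmem173 (-0.86 without DKO replicate 3), Zfpm1 (from 0.98 to 1.09 with upper-quartile scaling) and Hbb-y (0.91 without DKO replicate 1), with Kit, Tmem173 and Zfpm1 keeping an adjusted p under 0.05. Klf1, which did not differ, ranged from -0.12 to 0.17 on the log2 scale with one library left out, and Gata1 changed sign to 0.0079 with upper-quartile scaling. At least one alternative moved 12 genes above the adjusted p threshold, among them Cd34, Ddx58, Hba-x and Hbb-bh1, and 2 genes below it, Il7r and Hbb-y. Of 24 other lists, 14 lost a call and 6 gained one in at least one alternative. The adult globin list ranged from -0.41 to 0.50 with one library left out and was -0.17 after correction for GC content and transcript length. The megakaryocyte list ranged from -0.56 to 0.027 (without DKO replicate 2), and the VPS13 family list from -0.015 to 0.13, with -0.12 after that correction. The causes were not tested. The interferon genes limited the reading of the ISGs, since none of 21 passed the low-count filter and the largest count of any of them in a library was 17.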

Differences from the paper's values

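The paper counts 7 ISGs among its top 20 genes, and 4 of the 7 ISGs marked in Fig 3B were in the top 20 here. Among the alternatives set before the data were examined, DESeq2 gave 5, the replicate block 6, the fit without WT replicate 1 gave 6 and the fit without DKO replicate 4 gave 5, which are within 1.5 times the paper's value. The others gave 2 to 4. DESeq2 with protein-coding genes only, an alternative chosen after seeing the values, gave 7. Protein-coding genes other than histones with edgeR, also chosen after seeing the values, gave 6, and edgeR with protein-coding genes only, chosen after seeing the values as well, gave 4.

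In units of 1000000, the paper states 82 paired-end reads per library, and the counts summed to a mean of 43.9 per library. The first counts reads sequenced and the second counts assigned to genes, so the values measure different things. The counts also depend on the read length given to prepDE, which the paper's text does not state. The size of the gap was therefore not explained. No alternative applies to the total.

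On the scale of minus log10, the edgeR adjusted p of Ifih1 was 2.84 against the paper's about 13 in Fig. 4A, read by eye. For Ddx58 it was 1.67 against the paper's about 3.2 in Fig. 4A, read by eye. With DESeq2, the tool that the paper's methods name, the values were 13.5 and 3.25. None of the other alternatives set before the data were examined came within 1.5 times of either value. They gave 1.90 to 3.24 for Ifih1 and 1.15 to 1.84 for Ddx58 on this scale.

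The paper describes Hbb-y as more highly expressed in DKO, and here its log2 fold change of 1.82 had an edgeR adjusted p of 0.181. With DESeq2 the adjusted p was 0.171, and the fit without DKO replicate 2 gave 0.0396. The other 7 fits that each left out 1 library gave an adjusted p above 0.05, up to 0.547. The heatmap of Fig 3D includes Il7r, whose edgeR adjusted p was 0.0601. It was 0.00948 with DESeq2, 0.044 with halved counts, and 0.0395 and 0.0129 without DKO replicates 1 and 2. DESeq2 with protein-coding genes only, chosen after seeing the values, gave 0.0142. Il6, shown in the same heatmap, was removed by the low-count filter. Its adjusted p was 0.121 with edgeR without that filter and 0.0314 with DESeq2.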

Other observations

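The test of tissue from outside the liver, the comparison of the ISGs with the mesenchymal genes and the check of lists without the genes shown in the paper were chosen only after the results were seen.

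Other groupings of the 8 libraries into 4 and 4 were fitted in the same way. Of the 35 possible splits, only 1, the real one, gave as many genes past the thresholds in one direction as the genes higher in DKO, and the same held for the genes lower in DKO. In the other splits, at most 1 gene passed in one direction. Likewise 1 of the 35 splits placed as many of the 7 ISGs in a top 20, and 1 gave an ISG list median as far from 0. The paper marked the 7 ISGs because they ranked high in the real split. The count of these 7 in a top 20 is therefore not an independent test. The lineage list was less distinct, since 2 of the 35 splits gave a median at least as far from 0, with 0.42 in size in the other split against -0.38. Without the 13 genes of Fig 3D its median was -0.22 with 1 gene past the thresholds as lower, so most of its calls were genes that the paper shows from these libraries. The ISG list without the 19 genes of Fig 3B or Fig 3C had 0.95.

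Explanations of the ISG rise other than the genotype were tested. A larger share of macrophages would raise the macrophage list, but its median log2 fold change was -0.38. This argues against such a rise for the list as a whole, although 8 genes were higher and 13 lower. The median was -1.20 without DKO replicate 1, -0.14 without DKO replicate 2 and -0.13 without DKO replicate 3. It was -1.23 with the replicate block and -0.59 with at least 10 counts in every library. The call of the list (limma's camera, adjusted p = 0.0238) was lost with an estimated correlation (0.354) and without DKO replicate 3 (0.107). The call was also lost with that filter (0.133) and after correction for GC content and transcript length (0.168), so a fall of the list is uncertain. Its most abundant gene, Vcam1, had 2988 ± 775 normalized counts in WT and 1689 ± 906 in DKO, while Hmox1 rose from 245 ± 46.8 to 1393 ± 1083. Correction for GC content and transcript length left the ISG median at 1.55, so these trends did not produce it. Mesenchymal cells stay open as a source, since the ISG list gained 101170 normalized counts in DKO and the mesenchymal list 77296, sums that depend on which genes the lists hold. The most abundant mesenchymal genes in DKO were Gpc3 (12580 ± 1839 normalized counts in WT and 14377 ± 5872 in DKO), Mdk (2276 ± 774 and 12457 ± 8389) and Ptn (841 ± 612 and 9782 ± 6088). Whether mesenchymal cells brought ISG transcripts cannot be told apart from a rise within the erythroid precursors.

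Lists of cells other than blood cells moved apart. The mesenchymal list had a median log2 fold change of 2.80, with 51 of 53 genes higher, the muscle list 2.203, the neural list 3.33 and the epithelial and mesothelial list 1.97. The hepatoblast list had -0.57, the endothelial list -0.50 and the list of complement and coagulation genes -0.67. A lower share of hematopoietic cells would have raised all of them, so the endothelial median of -0.50 argues against this as the whole cause. Tissue from outside the liver in the DKO samples would raise the muscle and neural lists together with the mesenchymal one, and the neural median of 3.33 is consistent with it as a hypothesis. The paper's methods describe dissection under a microscope to avoid such tissue. The neural genes were scarce, with a median of 24.1 normalized counts in WT and 195 in DKO, and the list median was 1.66 without DKO replicate 1. With a filter of at least 10 counts in every library, which removes the scarcest genes, the neural median was 1.20 and the muscle median 0.83. Nes, the most abundant of them in DKO, had 577 ± 156 normalized counts in WT and 1185 ± 650 in DKO. The endothelial median was -0.31 without WT replicate 2 and -0.95 without DKO replicate 4, the hepatoblast median -0.29 without DKO replicate 3 and the complement median -0.40 without that library. Of the 53 mesenchymal genes, 13 lay above the median gene in WT and 2 were in another list of cell type markers; for the 15 neural genes these numbers were 1 and 0. A change in the cells of the S0 gate itself stays open.

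The progenitor list was at -0.65, the granulocyte and mast cell list at -1.04, the lymphoid list at -0.52, the megakaryocyte list at -0.22, the erythroid list at 0.12, the hypoxia list at 0.32, the list of mitochondrially encoded genes at 0.63, the p53 list at 0.20, the list of autophagy and lysosome genes at -0.16, the list of nucleic acid sensors and their adaptors at 0.52, the interferon receptor list at -0.57, the VPS13 family list at 0.08, the adult globin list at 0.05, the list of sex-linked genes at -1.97 and the list of genes that differ between substrains at -0.21. Leaving out 1 library moved several of these, to -0.88 for the lymphoid list without DKO replicate 1, to 0.17 for the hypoxia list without DKO replicate 4, to 0.27 and 0.036 for the erythroid list without DKO replicates 2 and 4, to 0.26 for the nucleic acid sensors without WT replicate 3 and to -6.03 for the sex-linked genes without DKO replicate 3. With at least 10 counts in every library, the medians were 0.14 for the nucleic acid sensors and -0.17 for the lymphoid list, and with the replicate block the lymphoid median was -0.90. With upper-quartile scaling, the medians were -0.053 for the autophagy and lysosome genes, 0.31 for the p53 list, -0.099 for the genes that differ between substrains and 0.19 for the VPS13 family. Among the adaptors of nucleic acid sensing, Tmem173, which encodes STING, fell from 1534 ± 283 to 762 ± 192 normalized counts (log2 fold change -1.01, edgeR adjusted p = 0.0103, and a log2 fold change of -0.86 without DKO replicate 3) and Mavs from 2033 ± 207 to 1159 ± 136 (log2 fold change -0.81, edgeR adjusted p = 0.00346), and Irf7 rose from 194 ± 142 to 1948 ± 1268 (log2 fold change 3.34, edgeR adjusted p = 0.00531).

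By the rule for the genes named, the largest rises past the thresholds were those of Xist, Tmem163, Ccl5, Tma7-ps and Tcf21, with log2 fold changes of 10.46, 8.26, 6.33, 6.28 and 5.76. The largest falls were those of Clec7a, C8b, Slc47a1, Gm19590 and Tnfrsf13c, from -4.47 to -3.41. Without DKO replicate 1, the log2 fold change of Tcf21 was 2.93, and its adjusted p exceeded 0.05 without WT replicate 1, 2 or 3 (up to 0.0714), without the low-count filter (0.0512) and with the replicate block (0.0987). The adjusted p of Tnfrsf13c was above 0.05 in 6 of the 8 fits that each left out one library, up to 0.0835.

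Several transcripts of hepatoblasts were abundant in both genotypes. Afp had 305522 ± 45752 normalized counts in WT and 239876 ± 108457 in DKO, Trf 214911 ± 35741 and 121242 ± 68185, and Alb 98033 ± 14805 and 47508 ± 24092 (SD, n = 4 each). None of the 3 differed past an adjusted p of 0.05 (edgeR adjusted p = 0.472, 0.171 and 0.0627).

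Genes carried along with the knockout alleles were examined within 5 Mb of Vps13a and Vps13c. Of 157 neighbours, 5 passed the thresholds, or 3.18%, against 8.63% of all genes (two-sided Fisher's exact test, p = 0.00981), which argues against linked variants or chromatin as a source of many DEGs.

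The paper's results describe WT and mutant embryos derived from interbreeding of Vps13a heterozygous, Vps13c homozygous mutant mice, and its methods describe matings of heterozygous mice. The first cross alone would give no embryos with WT alleles of Vps13c. For cell viability, the paper's results set the littermates of DKO embryos beside WT embryos of the same stage. This leaves open that WT embryos came from other litters. The mating behind each library was not examined, and parents and litter stay open as untested differences between the groups.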
